# Bacterial diet modulates tamoxifen-induced death via host fatty acid metabolism

**DOI:** 10.1038/s41467-022-33299-5

**Published:** 2022-09-23

**Authors:** Cédric Diot, Aurian P. García-González, Andre F. Vieira, Melissa Walker, Megan Honeywell, Hailey Doyle, Olga Ponomarova, Yomari Rivera, Huimin Na, Hefei Zhang, Michael Lee, Carissa P. Olsen, Albertha J. M. Walhout

**Keywords:** Bacterial host response, Genetics, Systems biology

## Abstract

Tamoxifen is a selective estrogen receptor (ER) modulator that is used to treat ER-positive breast cancer, but that at high doses kills both ER-positive and ER-negative breast cancer cells. We recapitulate this off-target effect in *Caenorhabditis elegans*, which does not have an ER ortholog. We find that different bacteria dramatically modulate tamoxifen toxicity in *C. elegans*, with a three-order of magnitude difference between animals fed *Escherichia coli*, *Comamonas aquatica*, and *Bacillus subtilis*. Remarkably, host fatty acid (FA) biosynthesis mitigates tamoxifen toxicity, and different bacteria provide the animal with different FAs, resulting in distinct FA profiles. Surprisingly these bacteria modulate tamoxifen toxicity by different death mechanisms, some of which are modulated by FA supplementation and others by antioxidants. Together, this work reveals a complex interplay between microbiota, FA metabolism and tamoxifen toxicity that may provide a blueprint for similar studies in more complex mammals.

## Abstract (web summary)

Here, Diot *et al*. use the nematode *Caenorhabditis elegans* as a model to identify off-target toxicity mechanisms for tamoxifen, and find that these include fatty acid metabolism and cell death, which can be modulated by different bacterial species.

## Introduction

The bacteria that inhabit our body, known as our microbiota, influence many biological processes in both health and disease and greatly contribute to our metabolic capacity^1,2^. The gut microbiota are among the first cells to encounter orally ingested nutrients and xenobiotics. Therefore, it is perhaps not surprising that the microbiota can also impact our response to medications^1^. Several mechanisms have been identified by which microbes influence the host’s drug response. First, the microbial composition can change in response to drugs. Known as dysbiosis, such altered composition can affect the host’s response to therapeutic drugs^3–5^. Second, bacteria can alter host drug availability, for instance, by drug sequestration or modification^1,6^. Third, the metabolic crosstalk between the microbiota and its host can modify host physiology, and consequently drug efficacy^7^. All these processes can change drug action and it is therefore important to systematically identify which bacteria modulate the efficacies of which drugs, and to dissect the mechanisms involved.

Systematic identification of microbial effects on the host’s drug response in humans or mammalian model systems is challenging because of their complex diet and microbiota, as well as relatively low scalability. Recently, we and others, have developed the nematode *Caenorhabditis elegans* and its bacterial diet as an interspecies model system to rapidly assess the animal’s response to different drugs and how this response can be modulated by different bacteria^8–10^. The application of high-throughput genetic screens not only in the host, but also in the bacteria it consumes, make this a powerful model^4,11–13^. Recent studies illustrate the insights on host-bacteria-drug interactions that can be obtained using this model system. In a screen with 11 chemotherapeutic drugs and two bacterial diets, we found that three drugs, 5-fluoro-2’-deoxyuridine (FUDR), 5-fluoro-uracil (5-FU), and camptothecin (CPT), elicited a reproductive phenotype, two of which were modulated by two bacterial species, in opposite directions^8^. Specifically, a diet of *Escherichia coli* rendered the animals more sensitive to FUDR, but less sensitive to CPT, relative to a diet of *Comamonas aquatica*^8^. We found that bacterial pyrimidine metabolism, specifically the generation of 5-fluorouridine monophosphate (FUMP), was critical to FUDR toxicity in the animal^8,9^.

Tamoxifen is a triphenylethylene belonging to the class of drugs known as selective estrogen receptor modulators (SERMs). SERMs bind to and either activate or repress the estrogen receptor (ER), a nuclear hormone receptor (NHR) transcription factor^14^. Tamoxifen is commonly used to treat ER-positive breast cancers, as well as other estrogen-dependent ailments such as ovarian or endometrial carcinoma^15,16^. A significant proportion of ER-negative breast cancers also appear responsive to tamoxifen, but the underlying biology remains to be uncovered^17^. There has also been increasing clinical interest in the potential of tamoxifen for treating various other cancer types^18^. The potential repurposing of tamoxifen for the treatment of non-ER-positive breast malignancies requires an understanding of the potential alternative mechanisms of action of this drug, especially in ER-negative models.

The *C. elegans* genome encodes more than 250 NHRs^19^. Most of these are paralogs of HNF4α and there is no ER ortholog. We find that tamoxifen is toxic in *C. elegans* at higher doses and that three bacterial species, *E. coli, C. aquatica*, and *Bacillus subtilis*, confer dramatically different levels of sensitivity to tamoxifen toxicity, with an EC_50_ ranging three orders of magnitude. We identify a role for host fatty acid (FA) metabolism in modulating tamoxifen toxicity. We then find that the FA composition of *C. elegans* is greatly modulated by bacterial diet and that FA supplementation modulates drug toxicity in a diet-specific manner. Antioxidant supplementation and expression profiling further point to the role of lipid oxidative stress. Perhaps most strikingly, we find that different bacteria modulate *C. elegans* tamoxifen toxicity through different death mechanisms: on *E. coli* and *C. aquatica*, but not on *B. subtilis*, apoptosis-deficient *ced-3* and *ced-4* mutants potentiate drug toxicity. Taken together, we show that a complex interplay between FA metabolism, oxidative stress, and differential potentials to engage cell-death pathways, modulate tamoxifen toxicity.

## Results

### Tamoxifen kills both ER-positive and ER-negative cancer cells

We first confirmed that tamoxifen can kill ER-negative breast cancer cells^20^. Specifically, we compared the effects of tamoxifen on ER-positive T-47D cells, which rely on ER for proliferation, to the effects of tamoxifen on ER-negative MDA-MB-231 cells^21^. Drug toxicity can be assessed through two parameters: growth rate (GR) and fractional viability (FV). The GR index is calculated by the relative number of live cells over time in the presence or absence of a drug and integrates both the cytostatic and lethal effects of a drug^22^. In contrast, FV only considers the lethal effect of a drug^23^. We first calculated the GR index and, as expected, observed a decrease in the growth rate of T-47D cells incubated with tamoxifen in a dose-dependent manner (Fig. 1a). While lower doses of tamoxifen did not affect the growth rate of MDA-MB-231 cells, we found that concentrations greater than 10 µM resulted in a reduction in the GR, indicating either a reduced proliferation rate or an increased death rate (Fig. 1a). When we computed FV, we found that at tamoxifen doses greater than 10 µM, killed both T-47D and MDA-MB-231 cells effectively (Fig. 1b). This indicates that tamoxifen toxicity relies on two distinct mechanisms depending on the dose: at low doses, tamoxifen slows the growth of ER-positive, but not ER-negative cells, whereas, at high doses, tamoxifen kills independently of whether the cells express ER. Since this cell death does not depend on ER, it can be considered an off-target effect.

**Fig. 1:**
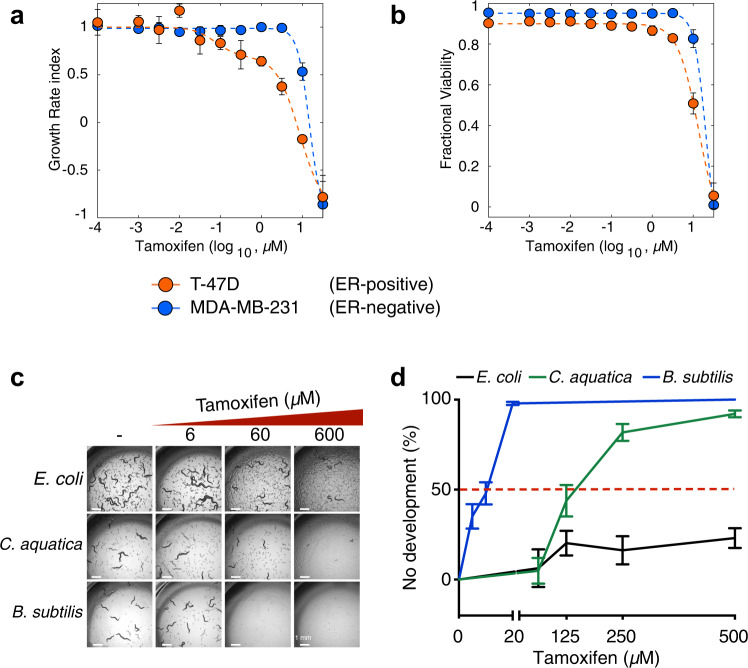
Tamoxifen kills ER-negative breast cancer cells and animals. **a**, **b** The growth rate index (**a**) and fractional viability (**b**) of ER-positive (T-47D) and ER-negative (MDA-MB-231) breast cancer cells plotted as a function of increasing concentrations of tamoxifen. Data were represented as mean ± SD of four technical replicates. Representative results of one out of three independent experiments. **c** Bright-field images showing *C. elegans* supplemented with increasing doses of tamoxifen, fed *E. coli*, *C. aquatica*, and *B. subtilis*. Images were taken at 2x magnification after 48 h exposure to tamoxifen. Scale bars: 1 mm. Representative results of one out of three independent experiments. **d** Dose-response curves (DRCs) of *C. elegans* supplemented with increasing doses of tamoxifen, fed *E. coli*, *C. aquatica*, and *B. subtilis*. Data were represented as mean ± SEM of three independent biological replicates. Statistical analysis of DRCs was conducted by performing two-way ANOVA followed by a Dunnett multi-comparison test using the *E. coli* condition as a control on GraphPad Prism (v9). Adjusted *p* values < 0.0001 (*C. aquatica* and *B. subtilis*). Source data are provided as a Source Data file.

### Bacteria differentially modulate tamoxifen toxicity in *C. elegans*

*C. elegans* does not have an obvious ER ortholog^19,24^. Therefore, we wondered whether we could use *C. elegans* to study off-target tamoxifen toxicity in an intact animal. Since we previously found that the bacterial diet consumed by *C. elegans* can greatly affect the response to chemotherapeutic drugs^8^, we supplemented increasing doses of tamoxifen to larval stage 1 (L1)-arrested animals fed either of three different bacterial diets: *E. coli, C. aquatica* or *B. subtilis*. Visual inspection showed dramatic differences in tamoxifen toxicity depending on bacterial diet: there was little effect on animal development on *E. coli*, while animals fed *C. aquatica* displayed developmental arrest or delay at high drug concentrations, and animals fed *B. subtilis* were exquisitely sensitive to tamoxifen, even at low micromolar concentrations (Fig. 1c and Supplementary Fig. 1). We next used L1 arrest as a proxy for tamoxifen toxicity and plotted the proportion of animals that failed to develop after incubation on tamoxifen-containing plates for 48 h as a function of the drug-concentration. The resulting dose-response curves (DRCs) confirmed that tamoxifen is more than three orders of magnitude more toxic to animals fed *B. subtilis* than to animals fed *E. coli* (Fig. 1d). Notably, bacterial lawns on NGM plates were not affected by the presence of tamoxifen (Supplementary Fig. 2). Together, these results show that tamoxifen is toxic to *C. elegans* at high doses and that bacterial diet greatly modulates this toxicity.

### Bacteria modulate drug bioavailability

To gain insight into the mechanism by which bacteria modulate tamoxifen toxicity in *C. elegans*, we performed genetic screens in both *E. coli and C. aquatica*. Specifically, we used the *E. coli* Keio mutant collection, which contains 3985 single-gene deletion mutant strains^25^, and a *C. aquatica* mutant collection of 5760 strains that we previously generated by transposon-based mutagenesis^12^ (Fig. 2a). To enable the identification of bacterial mutants that either increase or decrease tamoxifen toxicity in *C. elegans*, we screened each bacterial mutant collection with two doses of tamoxifen: a toxic dose (200 and 300 μM on animals fed *C. aquatica* and *E. coli*, respectively), and a non-toxic dose (100 µM) on which animals develop on either diet. We did not identify any *E. coli* mutants that reproducibly altered drug toxicity in *C. elegans*. This indicates that active *E. coli* metabolism is unlikely to play a dominant role in modifying tamoxifen toxicity in the animal. However, we did find four *C. aquatica* mutants that changed the animal’s response to tamoxifen, two of which decreased and two that increased toxicity (Fig. 2b). The two mutants that increased the severity of tamoxifen toxicity harbor the transposon insertion in the *tadC* gene, which encodes a component of the type II secretion system^26^, and in the *exbD* gene, which encodes a protein involved in TonB-dependent transport^27^. The two mutants that decreased tamoxifen toxicity harbor the transposon in a gene encoding a hypothetical protein with no annotated functional domains and in the *acrR* gene, which encodes a transcriptional repressor of the *acrA/B* multidrug efflux pump^28^ (Fig. 2c). This pump is associated with efflux of hydrophobic xenobiotics^29^. Since we identified a transcriptional repressor of this pump, this may suggest that the pump removes tamoxifen from the bacteria. These results suggest that tamoxifen transport, rather than active bacterial metabolism, affects the amount of drug taken up by *C. aquatica*, and, therefore, drug bioavailability in *C. elegans* fed this bacterial diet. To test this, we measured tamoxifen accumulation in wild-type and mutant strains of *C. aquatica* exposed to the drug by gas chromatography—mass spectrometry (GC-MS). We found that the four *C. aquatica* mutants harbor different levels of tamoxifen and that these levels correlate with tamoxifen toxicity in *C. elegans* (Fig. 2d).

**Fig. 2:**
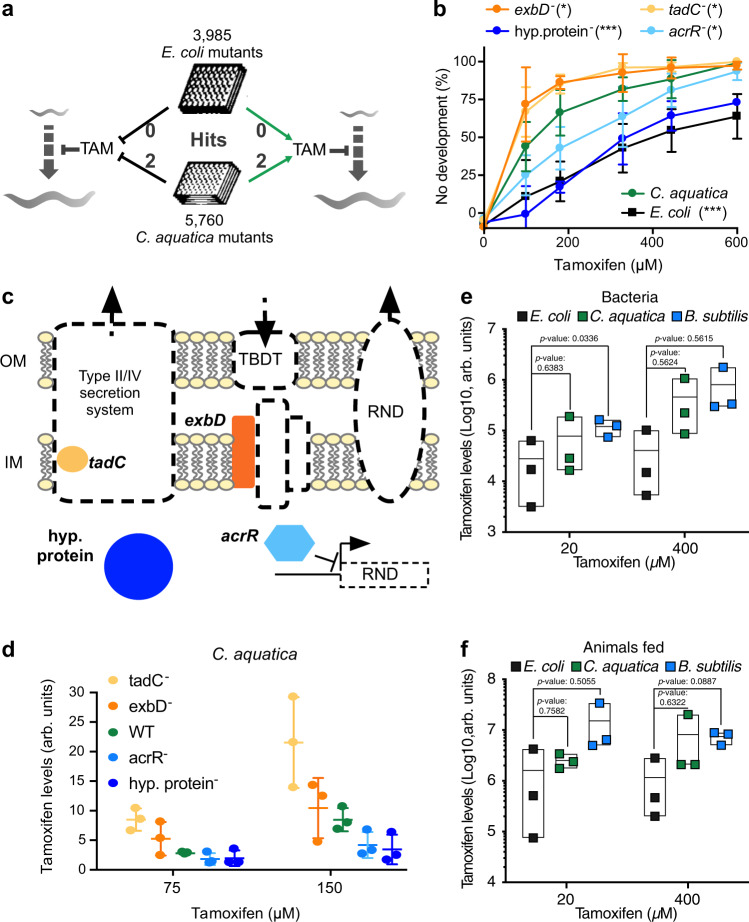
*C. aquatica* transporter mutants modulate tamoxifen toxicity in *C. elegans*. **a** Schematic of the bacterial genetics screens was performed. **b** DRCs of tamoxifen toxicity in animals fed *C. aquatica* mutants identified in the primary screen. Data were represented as mean ± SEM of three independent biological replicates. Statistical analysis of DRCs was conducted by performing two-way ANOVA followed by a Dunnett multi-comparison test using the wild-type *E. coli* condition as a control on GraphPad Prism (v9). Adjusted *p* values <0.0001 (*E. coli*), 0.0415 (*tadC*^*−*^), 0.0169 (*acrR*^*−*^*)*, 0.0456 (*exbD*^*−*^), <0.0001 (hypothetical protein^-^). *p value <0.05, **p value <0.01, ***p value <0.001. **c** Schematic of the function of the genes mutated in the strains identified in Fig. 3a, b. Genes encode for factors involved in the type II secretion system (*tadC*), the TonB-dependent transport (*exbD*), or the *acrA/B* multidrug efflux pump (transcriptional repressor *acrR*). **d** Quantification of tamoxifen levels accumulating in *C. aquatica* strains grown on tamoxifen-containing NGM plates. Data were represented as mean ± SEM of three independent biological replicates. Statistical analysis was conducted by performing one-way ANOVA followed by a Dunnett multi-comparison test using the *E. coli* condition as control on GraphPad Prism (v9). Adjusted *p* values: 0.0011 (*tadC*^*-*^), 0.7141 (*acrR*^*-*^), 0.5878 (*exbD*^*-*^), and 0.4954 (hypothetical protein^-^). **e** Quantification of tamoxifen levels accumulating in wild-type *E. coli*, *C. aquatica*, and *B. subtilis* strains grown on tamoxifen-containing NGM plates. **f** Quantification of tamoxifen levels in animals fed wild-type *E. coli*, *C. aquatica*, and *B. subtilis* strains in tamoxifen-containing NGM plates.**e**, **f** Data were represented as floating bars where the minima bound reaches the minimal value, maxima bound reaches the maximal value, and the center bound is placed at the mean of three independent biological replicates. Statistical analysis of DRCs was conducted by performing a two-way ANOVA followed by a Dunnett multi-comparison test using the *C. aquatica* wild-type condition as a control on GraphPad Prism (v9). Source data are provided as a Source Data file.

Next, we compared tamoxifen levels in the three bacterial species, and in animals fed these different diets. We found that bacteria that confer increased toxicity accumulate 5–10-fold more tamoxifen, which translates to a 5–10-fold increased drug accumulation in *C. elegans* (Fig. 2e, f). However, these differences do not explain the dramatic tamoxifen toxicity in animals fed *B. subtilis*.

Taken together, different bacterial species deliver different amounts of tamoxifen to *C. elegans*, indicating that bioavailability affects, in part, toxicity in the animal. However, these effects are not sufficient to explain all the differences in toxicity depending on bacterial diet, nor do they provide insight into the mechanisms of tamoxifen toxicity in *C. elegans*.

### *C. elegans* fatty acid synthesis protects against tamoxifen toxicity

Because differences in drug bioavailability are not sufficient to explain the differences in tamoxifen toxicity in animals fed the three different bacteria, and since tamoxifen is only toxic to *C. elegans* fed *E. coli* at high micromolar doses (Fig. 1d), we hypothesized that *C. elegans* metabolism may affect drug toxicity. To test this, we used RNAi of 1495 *C. elegans* metabolic genes to identify genes that increased or decreased drug toxicity when knocked down. These include genes with known metabolic functions that make up the genome-scale iCEL1314 metabolic network model, as well as additional genes predicted to encode metabolic enzymes^30^. We did not find any genes that, upon RNAi knockdown, rendered the animals less sensitive to tamoxifen. We did, however, identify three genes for which RNAi knockdown led to increased tamoxifen toxicity (Fig. 3a). These genes include *dhs-19*, which encodes a short-chain dehydrogenase of unknown function that localizes to lipid droplets^31^ and is predicted to function in retinol metabolism^32^. The other two genes, *elo-3* and *elo-6*, both encode elongases predicted to be involved in long-chain FA biosynthesis^33,34^. We generated a *dhs-19* deletion mutant by CRISPR/Cas9 genome editing and confirmed that this strain is indeed more sensitive to tamoxifen (Fig. 3b and Supplementary Fig. 3).

**Fig. 3:**
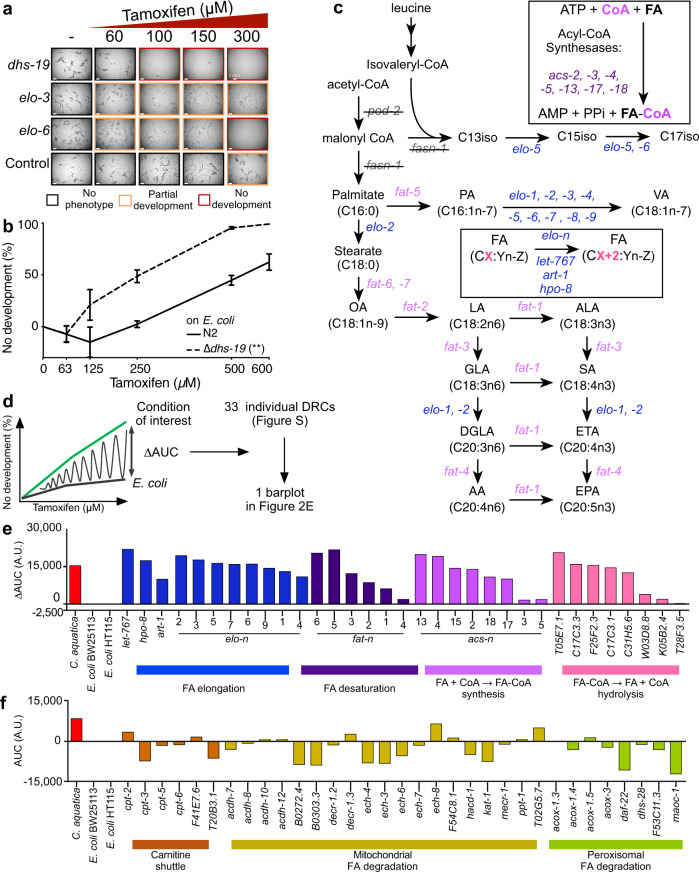
Host long-chain fatty acid synthesis modulates tamoxifen toxicity. **a** Screening a metabolic gene RNAi library identified three genes (*dhs-19*, *elo-3*, and *elo-5*) that, when knocked down, increase TAM toxicity. Animals were fed *E. coli* HT115 expressing double-stranded RNA as indicated. Control indicates *E. coli* containing vector control plasmid (pL4440). Bright-field images were taken at 2x magnification after a 48 h exposure to tamoxifen. Scale bars: 1 mm. Representative results of one from three independent experiments. **b** Tamoxifen dose-response curves comparing Δ*dhs-19* mutant animals to wild-type animals. Data were represented as mean ± SEM of three independent biological replicates. Statistical significance was assessed by performing a two-way Anova without a post hoc test, on Graphpad Prism (v9). **p value: 0.0008. **c** *C. elegans* fatty acid biosynthesis pathway. Gene names are colored by enzymatic function: FA elongation in blue, FA desaturation in pink, and acyl-CoA synthesis in purple. **d** Cartoon illustrating calculation of differential area under the curve (ΔAUC) used in panels **e** and **f**. AUCs were calculated using average DRCs. Statistical significance was assessed by performing two-way Anovas using Graphpad Prism (v9) on original DRCs and is reported in Supplementary Table 2. See also Supplementary Fig. 5. **e**, **f** Bar graph showing ΔAUC values obtained from average full DRCs for animals exposed to RNAi of indicated genes. Source data are provided as a Source Data file.

Both *elo-3* and *elo-6* function in FA biosynthesis (Fig. 3c). We, therefore, wondered if these two genes specifically affect tamoxifen toxicity, or if FA metabolism is more broadly involved even though no other genes were captured in the RNAi screen. To test this, we performed full tamoxifen DRC experiments for the knockdown of 33 genes encoding enzymes predicted to be involved in FA elongation and desaturation^34^ (Fig. 3c). In addition, we included eight genes encoding acyl-CoA synthetases that catalyze the addition of co-enzyme A (CoA) to FAs and eight genes encoding enzymes that remove CoA. We calculated the difference between the area under the curve (ΔAUC) for each RNAi condition + tamoxifen relative to *E. coli* (Fig. 3d). Statistical significance was evaluated on the original DRCs (Supplementary Fig. 4 and Supplementary Tables 1, 2). Remarkably, knockdown of most FA biosynthesis genes tested significantly increased tamoxifen toxicity (Fig. 3e, Supplementary Fig. 4, and Supplementary Table 1). These results show that *C. elegans* FA synthesis is broadly involved in mitigating tamoxifen toxicity. This points to a systems-level involvement of FA biosynthesis rather than a single FA species.

Next, we asked whether genes involved in mitochondrial and peroxisomal FA degradation also modulate tamoxifen toxicity and found that, of 33 genes tested, only *ech-8* appeared to increase tamoxifen toxicity, but this effect was not statistically significant (Fig. 3f and Supplementary Fig. 5). Knockdown of 13 of the 33 FA degradation genes tested led to a decrease in tamoxifen toxicity, with only *daf-22* RNAi being statistically significant (Supplementary Table 2). This result shows that the biosynthesis, but not degradation, of long-chain FAs is critical to mitigate tamoxifen toxicity in *C. elegans*.

### Bacterial diets modulate *C. elegans* fatty acid profiles

Previously, it has been shown that different strains of *E. coli* diets affect the FA composition of *C. elegans*^35^. Since *C. elegans* FA synthesis modulates tamoxifen toxicity, we hypothesized that the three bacterial species used herein may elicit different FA profiles in the animal. To test this, we measured both bacterial and *C. elegans* FA profiles by GC-MS (Supplementary Tables 3, 4). The bacterial FA profiles showed dramatic differences: *E. coli* mainly contained the saturated FAs (SFAs) palmitic acid and stearic acid, cyclopropane FAs (CPFAs), and the mono-unsaturated FAs (MUFAs) oleic acid, palmitoleic acid and cis-vaccenic acid; *C. aquatica* mainly contained the MUFAs oleic acid and palmitoleic acid; and *B. subtilis* almost exclusively contains monomethyl branched-chain FAs (mmBCFAs), which agrees with previous findings^36^ (Fig. 4a).

**Fig. 4:**
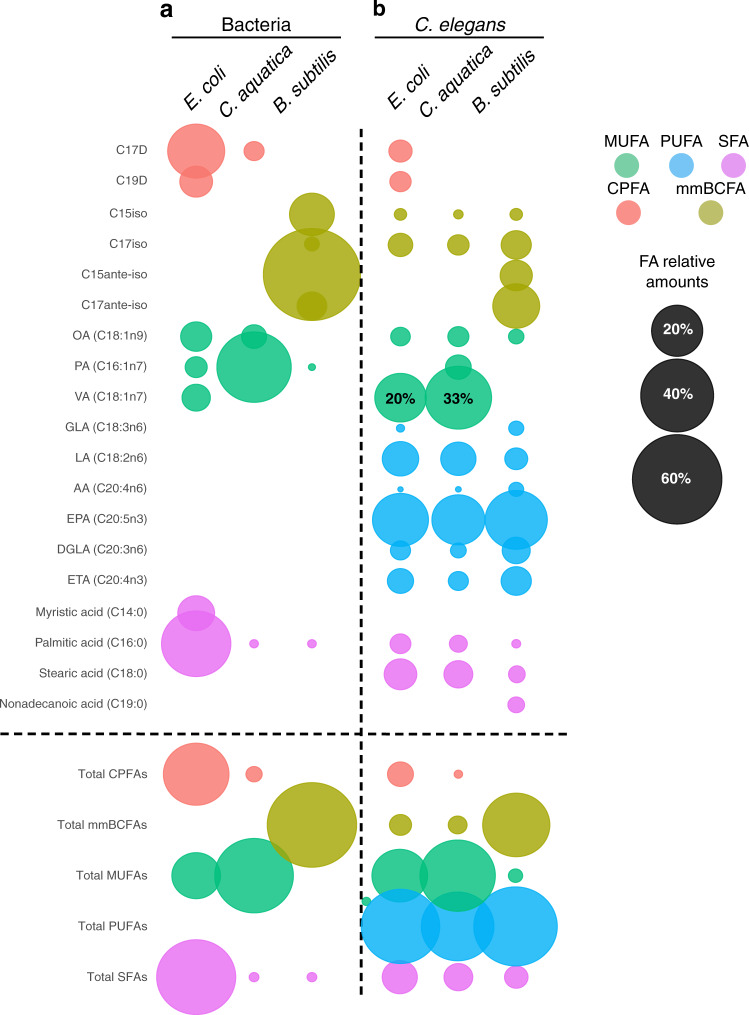
Long-chain fatty acid profiles of bacteria and *C. elegans* fed different bacteria. **a**, **b** Bubble plots showing long-chain fatty acid proportions measured by GC-MS in the indicated bacteria (**a**) and animals fed the indicated bacteria (**b**). Bubble sizes are indicative of FA ratios within the sample of interest and are not indicative of absolute quantities. Ratios are available in Supplementary Tables 3, 4. Data were represented as the mean of three independent biological replicates. Statistical pairwise comparisons are available in Supplementary Table Data File. Source data are provided as a Source Data file.

The FA profiles of *C. elegans* fed the three bacteria reflected the three bacterial diets in some but not all respects. One striking observation is that the proportion of each of the different poly-unsaturated FAs (PUFAs) is diet-independent (Fig. 4b). This indicates that the animal can effectively convert different dietary FAs into PUFAs by elongation and/or desaturation. Oleic acid is the primary substrate for PUFA synthesis and is present in *E. coli* and *C. aquatica* but absent in *B. subtilis* (Fig. 4a). This could indicate that PUFAs are generated by a combination of FA metabolic steps that yield this even-chained MUFA from odd-chained mmBCFAs in animals fed *B. subtilis* or synthesizes them de novo.

Another striking observation is that most other types of FAs are quite different in proportion in *C. elegans* fed different bacterial diets. Most notable are the near absence of MUFAs, and the presence of C15 and C17-ante-iso-mmBCFAs in animals fed *B. subtilis* (Fig. 4b). The differences between animals fed the other two bacteria are more subtle, with a greater proportion of the MUFA cis-vaccenic acid in *C. aquatica*-fed animals, relative to those fed *E. coli* (Fig. 4b). Altogether, the different bacterial diets result in a different proportion of the different types of FAs: high overall levels of MUFAs in animals fed *E. coli* or *C. aquatica* and high overall levels of mmBCFAs in animals fed *B. subtilis* (Fig. 4b, bottom). Taken together, these results show that *C. elegans* maintains its PUFA content in a narrow and well-defined regime, while it can tolerate different proportions of the other types of FAs.

### Dietary fatty acids modulate tamoxifen toxicity

Our findings so far lead us to consider two models: either tamoxifen treatment could alter the animal’s FA profile, leading to diet-dependent toxicity, or differences in *C. elegans* FA composition elicited by bacterial diet may modulate tamoxifen toxicity. To discriminate between these two models, we first measured bacterial and *C. elegans* FAs in the presence or absence of tamoxifen and found that the drug did not modulate the animal’s FA profiles (Supplementary Data 1). Thus, we did not find evidence to support the first model.

To evaluate the second model, we first asked whether supplementation of a FA cocktail, containing equimolar amounts of the PUFAs arachidonic and linoleic acid, the SFAs lauric and myristic acid, and the MUFA oleic acid^37^, would modulate tamoxifen toxicity in animals fed either of the three bacterial diets. We found that FA cocktail supplementation suppressed tamoxifen toxicity but only in animals fed *C. aquatica*; it had no effect on tamoxifen toxicity in animals fed *E. coli* or *B. subtilis* (Fig. 5a–c). Next, we tested the effects of the supplementation of individual FAs and found that MUFAs such as cis-vaccenic acid increased tamoxifen toxicity on animals fed *E. coli*, but not *C. aquatica* (Fig. 5d, e and Supplementary Fig. 6). Since *C. aquatica*-fed animals contain more cis-vaccenic acid than *E. coli*-fed animals (33 vs 20%, Fig. 4b), this suggests that this difference may contribute to increased tamoxifen toxicity on the *C. aquatica* diet.

**Fig. 5:**
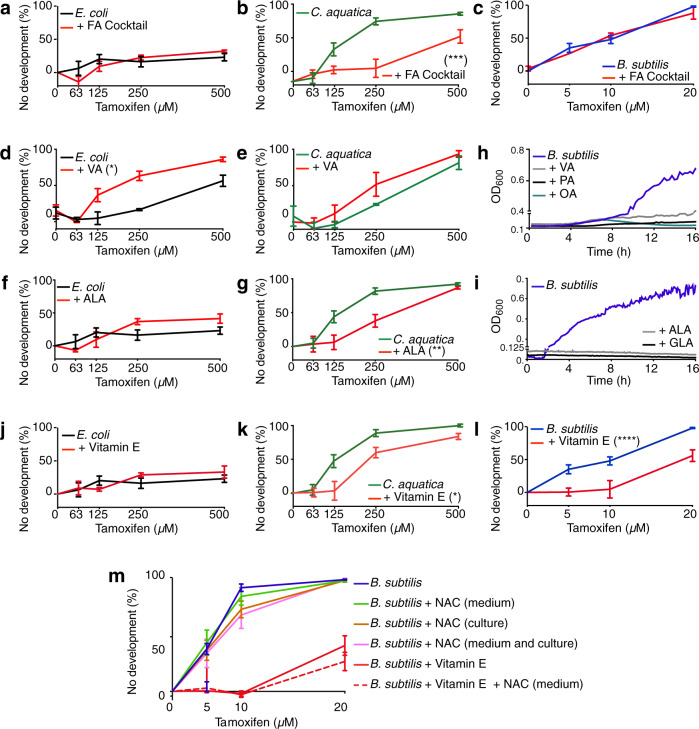
Long-chain fatty acid supplementation modulates tamoxifen toxicity. **a**–**m** Unless otherwise indicated, fatty acids and vitamin E were supplemented to the bacterial culture medium as described previously^75^, and data were represented as mean ± SEM of three independent biological replicates. Statistical analysis of DRCs was conducted by performing a two-way ANOVA followed by a Dunnett multi-comparison test using the no-supplementation condition as a control, on GraphPad Prism (v9). **a**–**c** DRCs of tamoxifen toxicity with and without FA cocktail supplementation on animals fed *E. coli* (**a**), *C. aquatica* (**b**), or *B. subtilis* (**c**). Adjusted *p* values: 0.9401 (**a**), 0.0003 (**b**), and 0.9345 (**c**). **d**, **e** DRCs of tamoxifen toxicity with and without MUFA (VA) supplementation on animals fed *E. coli* (**d**) or *C. aquatica* (**e**). Adjusted *p* values*:* <0.0001 (**d**) and 0.0708 (**e**). **f** Growth curves of *B. subtilis* supplemented with PUFAs ALA or GLA. For clarity, no error bars are reported in the graph. **f**, **g** DRCs of tamoxifen toxicity with and without PUFA (ALA) supplementation on animals fed *E. coli* (**f**) or *C. aquatica* (**g**). Adjusted *p* values: 0.9556 (**f**) and 0.0081 (**g**). **i** Growth curves of *B. subtilis* supplemented with MUFAs VA, PA, or OA. No error bars are reported in the graph. **j**–**l** DRCs of tamoxifen toxicity with and without vitamin E supplementation on animals fed *E. coli* (**j**), *C. aquatica* (**k**), or *B. subtilis* (**l**). Adjusted *p* values: 0.9813 (**j**), 0.0303 (**k**), and <0.0001 (**l**). **m** DRCs of tamoxifen toxicity with and without the antioxidants vitamin E and *N*-acetyl-cysteine (NAC). Culture: NAC was supplemented in the bacterial culture medium as for vitamin E. Medium: NAC was supplemented to the NGM. Adjusted *p* values: <0.0001 (LB + 1% Vit. E), <0.0001 (NGM + NAC, LB + 1% Vit. E), 0.9999 (LB + NAC), 0.9082 (NGM + NAC), and 0.7879 (NGM + NAC, LB + NAC). DRC dose-response curve, FA fatty acid, MUFA mono-unsaturated FA, PUFA poly-unsaturated FA, ALA alpha-linoleic acid, GLA gamma-linoleic acid, DGLA di-homo-gamma-linoleic acid, VA cis-vaccenic acid, PA palmitoleic acid, OA oleic acid. *p value <0.05, **p value <0.01, ***p value <0.001. A larger panel of fatty acid supplements was tested in Supplementary Fig. 7. Source data are provided as a Source Data file.

Supplementation of individual PUFAs such as α-linoleic acid decreased tamoxifen toxicity on animals fed *C. aquatica* (Fig. 5f, g and Supplementary Fig. 6). On an *E. coli* diet, PUFAs had no effect. However, animals are generally tolerant to tamoxifen, which limits the ability to observe decreased tamoxifen toxicity. Since the proportion of PUFAs is similar in animals fed each of the three bacterial diets (Fig. 4b), this indicates that the ratio of PUFAs to other FAs is more relevant than absolute levels. In contrast to *E. coli* and *C. aquatica*, supplementation of either MUFAs or PUFAs abolished the growth of *B. subtilis*, and therefore these FA could not be tested for tamoxifen toxicity modulation in *C. elegans* fed these bacteria (Fig. 5h, i and Supplementary Fig. 7). Together with the observation that knockdown of genes involved in FA synthesis increases tamoxifen toxicity, these results point to a complex interplay between dietary FA, FA synthesis and tamoxifen toxicity.

We next asked whether bacterial metabolism was required for the effects of supplemented FAs on tamoxifen toxicity. We generated metabolically inactive bacterial powders by mechanical lysis followed by lyophilization as previously described^8^, and seeded these powders onto tamoxifen-containing plates. We observed that the dietary-dependent effects were maintained: *E. coli* powder-fed animals developed in presence of 600 µM tamoxifen, while animals fed *C. aquatica* powder did not. Similar to feeding live *C. aquatica*, supplementation of FA cocktail allowed animals to develop in presence of 600 µM tamoxifen when fed metabolically inactive *C. aquatica* (Supplementary Fig. 8). *B. subtilis* powder did not support *C. elegans* development and therefore could not be tested for tamoxifen toxicity (Supplementary Fig. 8). These results indicate that active bacterial metabolism does not affect tamoxifen toxicity in *C. elegans*, which is also supported by the lack of metabolic gene mutants identified in the bacterial mutant screens. Instead, these observations further support the idea that different bacteria provide the animal with different FAs and that these FAs differently modulate tamoxifen toxicity.

*E. coli*-fed animals harbor high levels of CPFAs, while *B. subtilis*-fed animals contain high levels of mmBCFAs (Fig. 4b). Therefore, we asked whether these FAs could modulate tamoxifen toxicity in *C. elegans*. We used bacterial genetics to assess the importance of CPFAs because they are exclusively synthesized in bacteria by CFA enzymes^38^. Because CPFAs specifically accumulate in *E. coli* (Fig. 4b), and because this diet renders the animals less sensitive to tamoxifen toxicity, we reasoned that CPFAs may be protective. We fed *C. elegans* two independent *E. coli* ∆*cfa* strains from the Keio library^25^ and did not observe an effect on tamoxifen toxicity (Supplementary Fig. 9). Next, we tested whether mmBCFAs, which specifically accumulate in *B. subtilis*, would enhance tamoxifen toxicity. mmBCFAs occur in two types, iso-mmBCFAs and ante-iso-mmBCFAs^39^. We were not able to test mmBCFAs by supplementation due to cost and supply issues. However, because ante-iso-mmBCFAs are synthesized from isoleucine supplied in growing media, we could assess their contribution to tamoxifen toxicity by growing *B. subtilis* in the absence of isoleucine^39^. There was no difference in tamoxifen toxicity in animals fed *B. subtilis* grown in LB (rich in isoleucine) or minimal M9 media supplemented with glucose as a carbon source (Supplementary Fig. 10). While not unequivocally ruling out the contribution of mmBCFAs, these data show that a switch from ante-iso to iso-mmBCFAs in the food uptake does not modulate tamoxifen toxicity.

Previously, it has been shown that tamoxifen inhibits glucosylceramide synthesis in human cells^40^. In *C. elegans*, mmBCFAs are converted into the sphingolipid d17-isoglucosylceramide by ELO-5, and this conversion is important to support development and growth^41^. Since we found that *elo-5* RNAi enhances tamoxifen toxicity (Fig. 3e), we next asked whether tamoxifen elicits a d17-isoglucosylceramide deficiency that explains drug toxicity. In *C. elegans*, knockdown of *elo-5* can be rescued by combining it with a mutation in components of the NPRL-2/3 complex^41^ (Supplementary Fig. 11). If tamoxifen toxicity is due to the lack of d17-isoglucosylceramide, we would expect that mutants in the NPRL-2/3 complex would mitigate toxicity. However, we found that *nprl-3* deletion mutants showed equal sensitivity to tamoxifen as wild-type animals (Supplementary Fig. 11). This result shows that tamoxifen does not affect *C. elegans* by depletion of d17-isoglucosylceramide.

How do FAs and FA biosynthesis modulate tamoxifen toxicity in *C. elegans*? Since FAs are easily oxidized and rapidly turnover in cellular and organellar membranes^42^, we hypothesized that tamoxifen treatment causes FA oxidation, and that this oxidation is mitigated by replenishing oxidized FAs with newly synthesized FAs. Vitamin E is a potent antioxidant that inhibits FA oxidation and that stabilizes the FA cocktail^43^. We found that vitamin E had no effect on tamoxifen toxicity in animals fed either *E. coli* or *C. aquatica*, indicating that it is the FAs in the FA cocktail that mitigate toxicity in animals fed *C. aquatica*. However, vitamin E supplementation did suppress tamoxifen toxicity in animals fed *B. subtilis* (Fig. 5j–l), although this effect was modest in comparison to an *E. coli* diet. In contrast, N-acetylcysteine (NAC), another antioxidant that can rescue the growth of *C. elegans* on iron-deficient *E. coli* mutants^44^ did not affect tamoxifen toxicity (Fig. 5m). These results indicate that FA oxidation, but not the general accumulation of reactive oxygen species (ROS), affects tamoxifen toxicity in *C. elegans* when fed *B. subtilis*. Taken together, these results indicate that FA or vitamin E supplementation can mitigate tamoxifen toxicity differently depending on which bacteria the animals are fed, which suggests that different, diet-dependent toxicity mechanisms are involved.

### Tamoxifen induces the expression of type II detoxification genes

We next used expression profiling by RNA-seq to ask whether tamoxifen supplementation modulates the expression of genes involved in FA metabolism or oxidative stress in *C. elegans*. 

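RNA from wild-type animals fed *E. coli* was sequenced by Cel-seq2, a method that primes at the poly(A) tail and counts tags near the 3′ end of each mRNA. The deposited libraries comprised 2 from control animals given citrate and 3 from animals given tamoxifen, each labelled with a dose of 400 µM and a time of 48 h, while the paper states that tamoxifen samples were collected 12 h after controls. The authors deposited 1 table of 25393 genes, with values they call TPM that sum to 1000000 in each library and involve no gene length, so that they are CPM. Every value was a whole multiple of 1 step per library, and 100% of the values gave whole tags. Recovered totals were 18882647 tags in citrate replicate 1 and 9277598 in citrate replicate 2, against 3512899, 38276144 and 1782371 in tamoxifen replicates 1, 2 and 3. Depth therefore differed by 21.5-fold between libraries, and a count of 0 allows up to 0.159 and 0.323 CPM in the citrate libraries and up to 0.854, 0.0784 and 1.68 in tamoxifen replicates 1, 2 and 3. These limits cover counting error only. Whether tags were collapsed by molecular identifier, and against which genome build they were counted, is not stated in the paper's text. Changes were tested by limma with a mean-variance trend on log2(CPM + 1) over the 8325 genes with at least 5 CPM in at least 2 libraries, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of low genes. With 2 libraries against 3, an exact permutation test of 1 gene cannot give a p-value below 0.1. Gene positions below are those of Ensembl release 115.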

To avoid capturing mRNA changes due to differences in developmental rate, we used a tamoxifen dose at which no developmental arrest was observed, but in which animals are delayed by ~12 h. The development of animals exposed to tamoxifen was monitored hourly, and samples were collected 12 h after control animals. 

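At a Benjamini-Hochberg adjusted p under 0.01 from limma and a change of more than 2-fold, 388 genes were higher and 230 lower in the tamoxifen libraries among the 8325 tested. The median log2 fold change of all tested genes was 0.24 on the deposited scale and 0.07 after median-of-ratios scaling. Genes that rose made up 62.8% of the calls on the deposited scale, 34.6% after median-of-ratios scaling, with 143 higher and 270 lower, and 37.5% after quantile normalization. Without a filter on low values, 0 genes passed in either direction, although 4742 of 20671 genes had an unadjusted p under 0.05. With an oogenesis score as a covariate, chosen after seeing the data, 0 genes passed and 172 had an unadjusted p under 0.05. That score follows the groups closely and leaves 2 residual degrees of freedom, so this count says little about stage. Leaving out tamoxifen replicate 1 left 22 genes higher and 64 lower, and leaving out tamoxifen replicate 3 left 58 higher and 108 lower.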

A total of 558 and 738 genes were up- and down regulated, respectively (>2-fold change, *P* < 0.01, Supplementary Data 2). 

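Of the paper's list of FA biosynthesis genes, 32 were found and 20 reached the level tested, and the rest were not assessed. Of the 20 tested, 2 passed the threshold, the same count when p-values were adjusted over the list alone. *fat-5* (V, 17725004 to 17726818) had 0.933 ± 0.253 CPM in citrate (SD, n = 2) and 6.09 ± 0.592 in tamoxifen (SD, n = 3). Its log2 fold change was 1.88 (standard error 0.42, limma adjusted p = 0.00888), and it was 2.60 with a pseudocount of 0.1 (limma adjusted p = 0.0116) and 0.90, under the 2-fold limit, with a pseudocount of 5. The acyl-CoA synthetase gene *acs-13* (I, 511044 to 519646) had 97.9 ± 48.8 CPM in citrate and 260 ± 11.8 in tamoxifen, a log2 fold change of 1.49 (standard error 0.31, limma adjusted p = 0.00642). Both genes overlap another coding gene in the annotation, and neither passed when any 1 tamoxifen library was left out. *acs-13* rose between the citrate libraries too, from 63.4 to 132 CPM. Of the 33 FA degradation genes found, 21 were tested and 0 passed, also when adjusted over the list alone, while 2 had an unadjusted p under 0.05. *ech-6* (III, 9751552 to 9752883) had 271 and 510 CPM in the citrate libraries and 181 ± 14.4 in tamoxifen (SD, n = 3). Its log2 fold change was -1.04 (standard error 0.29, limma adjusted p = 0.0188), past the 2-fold limit but not the limit on p. It passed with DESeq2 on the recovered tags (adjusted p = 0.00126). The log2 fold change of *ech-6* was -0.59 against citrate replicate 1 alone and -1.49 against citrate replicate 2 alone.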

Tamoxifen supplementation did not change the expression of genes involved in FA biosynthesis or degradation genes with the exceptions of *fat-5*, which increased by three fold, and *ech-6* which was reduced by approximately two fold (Fig. 6a). Together with the observation that tamoxifen supplementation did not alter the animal’s FA profiles, these results show that tamoxifen does not modulate FA metabolism. Instead, it suggests that the animal’s FA state modulates tamoxifen toxicity.

**Fig. 6:**
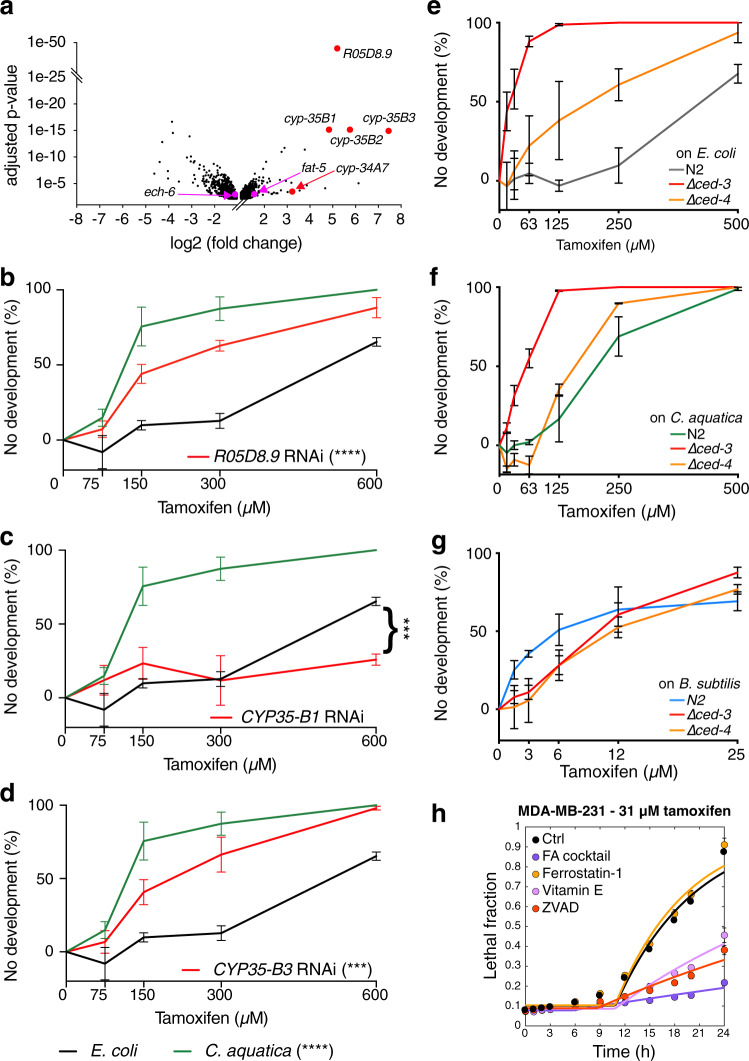
Bacteria affect the modulation of tamoxifen toxicity by apoptosis. **a** Volcano plot distribution of genes whose expression changed significantly in animals fed *E. coli* and exposed to 400 µM tamoxifen (FDR <0.1, >2-fold change). A full list is provided in Supplementary Data 2. Pink indicates genes encoding enzymes participating in FA metabolism, and red indicates genes encoding enzymes that may be involved in the detoxification of tamoxifen. See also Supplementary Fig. 12. **b–d** DRCs of tamoxifen toxicity in animals fed *E. coli* expressing double-stranded RNA as indicated. Control indicates *E. coli* containing vector control plasmid (pL4440). Data are represented as mean ± SEM of three independent biological replicates. Statistical analysis of DRCs was conducted by performing two-way Anovas followed by a Dunnett multi-comparison test using the RNAi control condition, on GraphPad Prism (v9). Adjusted *p* values: <0.0001 (*C. aquatica*), 0.9949 (*CYP-35B1*), <0.0001 (*CYP-35B3*), and <0.0001 (*R05D8.9*). Notably, the significance of *CYP35-B1* RNAi (**c**) rescue was not captured on the entire curve where no substantial toxicity can be overserved on the *E. coli* control, but rather on the highest drug-concentration where reliable toxicity can be observed (significance was tested using a two-sided paired *t*-test, *p* value: 0.0008). **e–g** DRCs of tamoxifen toxicity on apoptosis-deficient mutant animals fed *E. coli* (**e**), *C. aquatica* (**f**), or *B. subtilis* (**g**). Data were represented as mean ± SEM of three independent biological replicates. Statistical analysis of DRCs was conducted by performing two-way Anovas followed by a multi-comparison Dunnett test using the wild-type condition, on GraphPad Prism (v9). Adjusted *p* values: **a** 0.9517 (∆*ced-4*) and <0.0001 (∆*ced-3*), **b** 0.0032 (∆*ced-4*) and <0.0001 (∆*ced-3*), and **c** 0.3279 (∆*ced-3*) and 0.8866 (∆*ced-4*). **h** Kinetics of tamoxifen toxicity in ER-negative (MDA-MB-231) breast cancer cells in presence of the absence of FA cocktail, Ferrostatin-1 (ferroptosis inhibitor), Vitamin E, or ZVAD (apoptosis inhibitor). Data were represented as mean ± SD of four technical replicates. Representative results of one out of three independent experiments. See also Supplementary Fig. 13. Source data are provided as a Source Data file.

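At the legend's threshold, a false discovery rate under 0.1 and a change of more than 2-fold, limma called 1414 genes higher and 784 lower in tamoxifen, and among FA genes it called 5 of the biosynthesis list and 1 of the degradation list.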

Several genes that change in expression in response to tamoxifen supplementation pointed to potential mechanisms of toxicity. First, tamoxifen-induced the expression of R05D8.9 (38-fold, adjusted *p* value: 1.2 × 10^−49^), which encodes a predicted 17beta-hydroxysteroid dehydrogenase 14 (17βHSD14) homolog (Fig. 6a and Supplementary Data 2). 

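*R05D8.9* lies on chromosome V from 2766232 to 2767565 and overlaps no other coding gene. It had 1.80 and 1.40 CPM in the citrate libraries and 82.8, 56.2 and 81.4 in the tamoxifen libraries. The ratio of the means was 45.9, and on the log2(CPM + 1) scale the change was 4.82 (standard error 0.32, limma adjusted p = 3.58e-06). It had the lowest adjusted p of the 8325 genes tested, and all 3 tamoxifen values lay above both citrate values.

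**Figure D1:**
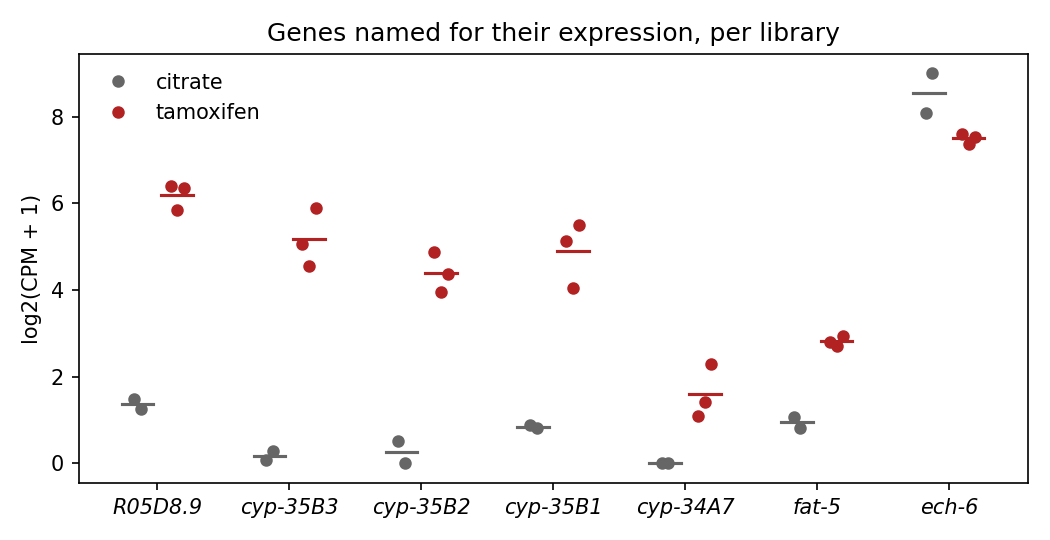
CPM on a log2(CPM + 1) scale for the genes named for their expression, with 1 point per library and a line at each group's mean, citrate in grey and tamoxifen in red. The tamoxifen points lie above the citrate points for every gene shown except *ech-6*, where they lie below.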

In humans, 17βHSD14 enzymes are associated with the response to tamoxifen in breast cancer^45^. These enzymes are further known to interconvert different steroids. We tested whether the induction of this gene is functional and found that R05D8.9 knockdown increased tamoxifen toxicity (Fig. 6b). This observation suggests that R05D8.9 is involved in the detoxification of tamoxifen. 

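The neighbouring genes *cyp-35B1*, *cyp-35B2* and *cyp-35B3* lie on chromosome V between 3939032 and 3947044. They are paralogs, between which the authors' counting could have split tags. *cyp-35B3* had 1 and 2 tags in the citrate libraries, at or under the limit of detection, and 37.8 ± 18.5 CPM in tamoxifen (SD, n = 3; limma adjusted p = 3.02e-05). By the tamoxifen mean, this is at least 81.3-fold higher with the citrate counts at their upper 95% Poisson limits. Against 3 tags in each citrate library it is 157-fold, which is no lower bound. *cyp-35B2* had 0.424 and 0 CPM in the citrate libraries and 20.9 ± 7.09 in tamoxifen, a log2 fold change of 4.14 (standard error 0.41, limma adjusted p = 0.000196). For *cyp-35B1*, 0.801 ± 0.0656 CPM in citrate (SD, n = 2) rose to 31.4 ± 14.6 in tamoxifen, a log2 fold change of 4.05 (standard error 0.43, limma adjusted p = 0.000309). These fitted changes depend on the pseudocount. With 0.1 in place of 1, the log2 fold changes of *cyp-35B3*, *cyp-35B2* and *cyp-35B1* were 7.32, 6.46 and 5.00, and with 5 they were 2.97, 2.28 and 2.56. With 1, that of *cyp-35B3* was 4.99. *cyp-34A7* (V, 3961681 to 3963815) was below the level tested. No tag of it was counted in either citrate library, against 4, 64 and 7 tags in tamoxifen replicates 1, 2 and 3. This is at least 9.32-fold higher by the tamoxifen mean, which replicate 3 raised. The 3 tamoxifen libraries had 1.14, 1.67 and 3.93 CPM. The fitted log2 fold change of *cyp-34A7* was 1.61 in limma without a filter (adjusted p = 0.105). In DESeq2 it was 7.05, or 1.73 with shrinkage (adjusted p = 0.000914 in both). These fitted values are no bounds, since the citrate counts were 0.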

The expression of several CYP genes (*cyp-35B3, −35B2, −35B1*, and *−34A7*), which encode cytochrome P450 enzymes involved in type II detoxification, is induced by tamoxifen supplementation (179-, 55-, 29-, and 10-fold, adjusted *p* values: 1.6 × 10^−15^, 9.2 × 10^−16^, 9.2 × 10^−16^, and 4.1 × 10^−4^) (Fig. 6a and Supplementary Data 2). Cytochrome P450 enzymes have been reported to modify tamoxifen in humans^46^, and are a source of oxidative stress as their enzymatic cycle involves significant leakage of electrons^47^. Again, we tested whether these expression changes are functional and found that knockdown of *cyp-35B3* increased drug tamoxifen toxicity, while knockdown of *cyp-35B1* decreased toxicity at high doses (Fig. 6c, d). These results demonstrate the functional involvement of CYP-450 enzymes in detoxifying tamoxifen toxicity, and further suggest, that different CYP-450 proteins can exhibit differential tamoxifen-detoxifying and ROS-generating potentials, which is in agreement with previous observations^46,48^. Taken together, tamoxifen does not transcriptionally rewire FA metabolism. Instead, it induces the expression of ROS-generating detoxifying enzymes, which may contribute to FA oxidation.

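The FA genes were next tested as sets. The median log2 fold change was 0.23 over the 20 tested FA biosynthesis genes and 0.08 over the 21 tested FA degradation genes. These medians are -0.01 and -0.16 relative to the median of all tested genes. By camera with a preset inter-gene correlation of 0.01, adjusted over 12 sets, the adjusted p was 0.694 for biosynthesis and 0.581 for degradation. With fry, which tests a set without comparing it with other genes, the unadjusted p for biosynthesis was 0.0144 and the adjusted p 0.0752, with the set higher in tamoxifen. A wider set of 47 tested genes, taken by symbol prefix from FA enzyme families, had an adjusted p of 0.807 and held 5 genes past the threshold. These were *fat-5*, *acs-13*, *acs-1* and *acs-19*, which rose, and *acdh-2*, which fell, 3 of them outside the paper's lists and named after their values were seen. From FA genes that did not change, apart from the exceptions it names, together with FA profiles that were not altered, which were not analysed here, the paper concludes that tamoxifen does not modulate FA metabolism.

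**Figure D2:**
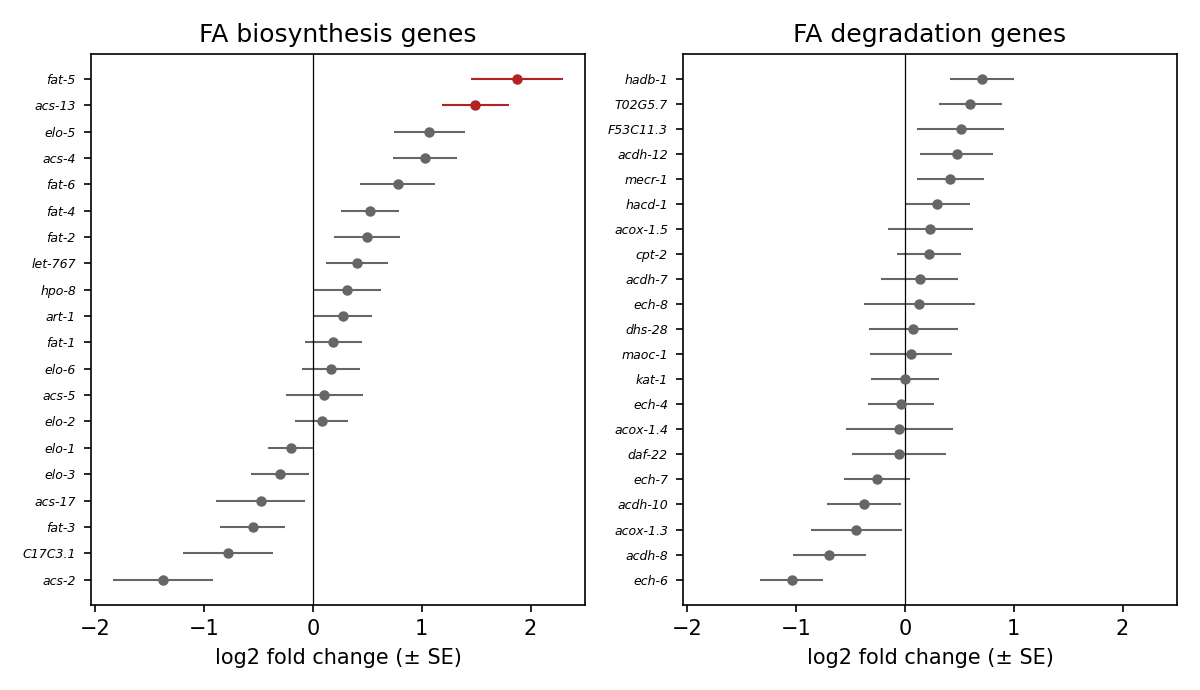
Log2 fold change, tamoxifen against citrate, of each tested gene of the paper's FA biosynthesis and FA degradation lists, with its standard error from limma. Red points passed an adjusted p of 0.01 and a 2-fold change, and 2 genes did so, both in the biosynthesis list.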

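Among cytochrome P450 genes, 11 were tested and 4 passed the threshold, all higher in tamoxifen, and 6 passed when adjusted over the list alone. The 4 genes were *cyp-35B1*, *cyp-35B2*, *cyp-35B3* and *cyp-31A5*, the last of them named after its value was seen. The family's median log2 fold change was 1.20 on the deposited scale and 1.03 after median-of-ratios scaling (camera, adjusted p = 0.000177). Part of this direction was also seen between the controls. There, 7 of the 11 genes were higher in citrate replicate 2 than in replicate 1, and the family's median log2 difference was 0.43. For *cyp-31A5* the citrate libraries had 14.0 and 21.3 CPM. The filter selected in part for the rise, since 73 P450 genes were listed and 4 of the 11 tested were under 5 CPM in both citrate libraries. Over the other 7, of which 1 passed and 6 were higher, the median was 1.13, and in a test chosen after seeing the data, over genes with at least 5 CPM in a citrate library, camera's adjusted p was 0.0527. Without a filter it was 0.0488. The other detoxifying families had medians below 0, also after median-of-ratios scaling. Of 19 UDP-glucuronosyltransferase genes 0 passed, with 4 at an unadjusted p under 0.05 and 2 past the threshold when adjusted over the list alone, and the median was -0.23. Of 19 glutathione S-transferase genes 1 passed, *gst-10*, which was lower in tamoxifen, and the median was -0.56 (camera, adjusted p = 0.00113). With tamoxifen 15 were lower and 4 higher. Between the controls, all 19 were lower in citrate replicate 2 than in citrate replicate 1, with a median log2 difference of -0.70, larger in size than that with tamoxifen. Of 16 antioxidant genes 0 passed, with 3 at an unadjusted p under 0.05, and the median was -0.18. No set held at an adjusted p under 0.05 with camera's estimated correlation or with fry, where the cytochrome P450 family reached 0.0521.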

### Bacteria elicit different tamoxifen-induced death mechanisms

Lipid metabolism has been linked to different mechanisms of cell death, especially apoptosis and ferroptosis^49,50^. In fact, it has been shown that cell survival is dependent on lipid homeostasis, and both excessive MUFAs or SFAs have been shown to be pro-apoptotic, depending on the cell lines^50^. Further, several MUFAs have been reported to protect against ferroptosis^51^, which is characterized by lipid peroxidation, while others, specifically cis-vaccenic acid have been reported to induce cell death^52^. PUFAs, most notably di-homo-gamma-linoleic acid, have been shown to induce ferroptosis in both human cells and in *C. elegans*^53^. Given these connections, we asked whether apoptosis contributes to tamoxifen toxicity in *C. elegans*. To test this, we examined tamoxifen toxicity in *ced-3* and *ced-4* mutants that are deficient in apoptosis^54^. CED-3 is a caspase that is essential for apoptosis, and CED-4 is an activator of CED-3. Remarkably, loss of *ced-3*, and to a lesser extent *ced-4*, greatly increased sensitivity to tamoxifen in animals fed either *E. coli* or *C. aquatica* but had no effect on animals fed *B. subtilis* (Fig. 6e–g and Supplementary Fig. 12). This result suggests that, when fed *E. coli* or *C. aquatica*, tamoxifen toxicity employs apoptosis, and that *ced-3* and *ced-4* mutant animals switch to another, more potent mode of death that is suppressed when apoptosis is functional. We found that a high dose of vitamin E could mitigate tamoxifen toxicity in *ced-3* mutant animals fed *C. aquatica* but not *E. coli* (Supplementary Fig. 12). This indicates that, in the absence of *ced-3*, tamoxifen toxicity in animals fed *C. aquatica* involves FA oxidation, similar to what we observed with wild-type animals fed *B. subtilis*.

Finally, we tested the effects of Vitamin E and FA cocktail on a dose of tamoxifen that is toxic independently of ER in human cells (31 µM, Fig. 1a, b). Tamoxifen toxicity was severely suppressed by either supplement in both ER-negative MDA-MB-231 and ER-positive cells (Fig. 6h and Supplementary Fig. 13). Furthermore, ZVAD, a pan-caspase inhibitor that prevents apoptosis, reproducibly lowered the drug toxicity in MDA-MB-231 but not in T-47D cells. This suggests that, like in *C. elegans*, the ER-independent toxicity of tamoxifen can be elicited through different cell death pathways in human cells.

## Discussion

In this study, we present *C. elegans* as a model to study off-target, ER-independent, mechanisms of tamoxifen toxicity using concentrations in the range of drug levels accumulating in patients^55,56^. We found that FA biosynthesis and composition of the animals are major drivers of tamoxifen toxicity and that this toxicity relies on the potential of the drug to induce oxidative stress and lipid peroxidation (Fig. 7). Moreover, we found that both the mechanism and the degree of tamoxifen toxicity are greatly modulated by bacteria, where *B. subtilis* induces a non-apoptotic mechanism that is three orders of magnitude more severe than the apoptotic mechanism elicited by tamoxifen in the presence of either *E. coli* or *C. aquatica* (Fig. 6).

**Fig. 7:**
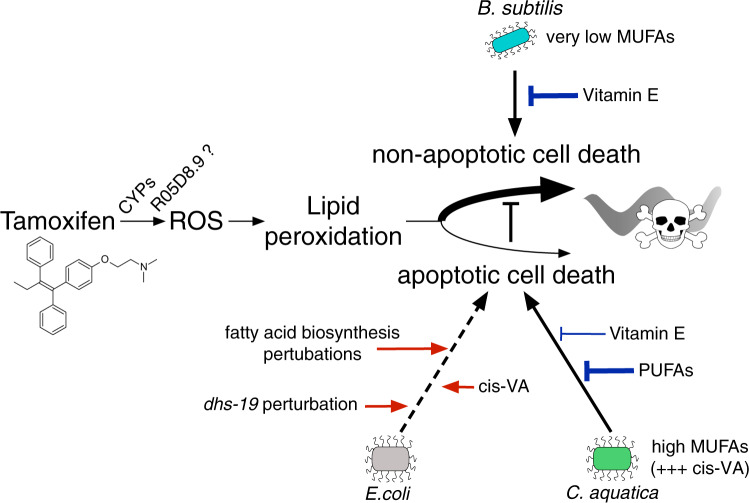
Model of the interplay between bacteria, fatty acid metabolism, and death pathways affecting tamoxifen toxicity. *C. elegans* detoxifying enzymes such as cytochrome P450 (*CYPs*) and potentially *R05D8.9*, metabolize tamoxifen thereby producing significant amounts of reactive oxygen species (ROS). The lipid oxidative stress caused by these ROS leads to varying levels of tamoxifen toxicity depending on the bacterial diet of the animals. The fatty acid (FA) composition of *E. coli*, *C. aquatica*, and *B. subtilis* displays extensive differences and defines the FA composition of the animals once fed these bacteria. In these three different diets, FA composition, host FA metabolism, and potential to engage different cell death pathways, are deeply entangled. Together, they modulate the tamoxifen toxicity, as well as the effect of FA supplements on the tamoxifen toxicity. ROS: reactive oxygen species, CYP cytochrome P450, MUFA mono-unsaturated fatty acid, PUFA poly-unsaturated fatty acids, cis-VA cis-vaccenic acid.

In the *C. elegans* model, bacteria form a source of nutrition, can be pathogenic, and can inhabit the gut as the animal ages^57^. Both in the laboratory and in the wild, the animals are constantly exposed to bacterial metabolism which provides nutrients and contributes to animal physiology^58^. Our findings illuminate the possible effects the microbiota may have on tamoxifen off-target effect toxicity and the treatment of ER-independent malignancies^18^. It is tempting to speculate that tamoxifen activity could be modulated by perturbations of the microbiota using antibiotics or probiotics. Notably, *B. subtilis*, which is present in a large proportion of commercially available probiotics^59^ may affect patients treated with tamoxifen. Our findings on the role of FA metabolism and oxidative stress further suggest that studies of nutritional intake of fats and vitamin E in humans may shed light on whether the off-target mechanisms discovered herein are conserved.

We uncovered complex relationships between bacteria, host FA metabolism, apoptosis, and tamoxifen toxicity. The literature about the relationship between FAs and cell survival integrates two major components: distinct FA-species display different oxidation potentials^60^, and different potentials to induce alternative cell-death mechanisms^50,51^. Our data using lipophilic ROS-scavenging vitamin E and apoptosis-deficient animals suggest that tamoxifen toxicity relies on these two entangled components. MUFAs are generally described as ‘healthy’ FAs, as they buffer the oxidative stress of ROS-sensitive PUFAs^51^. To our knowledge, there is only one report on the effects of the MUFA cis-vaccenic acid, which found that its accumulation induces cell death, when other MUFAs tested in parallel do not^52^. Overall, our observation of extreme tamoxifen toxicity in *B. subtilis-*fed animals that do not provide the animal with MUFAs, and in *C. aquatica-*fed animals that accumulate cis-vaccenic acid are consistent with the literature. Further studies are required to systematically determine the effects of different FAs and lipids on cell survival and tamoxifen toxicity in human cells.

Knockdown of or mutations in *dhs-19* enhance tamoxifen toxicity in animals fed *E. coli*. The precise molecular or metabolic function of DHS-19 is unknown. It encodes a dehydrogenase and is a marker of lipid droplets^61^, which are essential for FA homeostasis in all eukaryotes^62^. Based on enzyme homology, DHS-19 is predicted to act in retinoid metabolism, through the interconversion of retinol and retinal^34^. This reaction precedes the synthesis of retinyl palmitate which consumes palmitoyl-CoA, which is a precursor for the synthesis of palmitoleic and vaccenic acid, both of which potentiate tamoxifen toxicity in *C. elegans* when animals are fed *E. coli*. Retinoids are also potent ROS scavengers and have been shown to act synergically with vitamin E to reduce lipid oxidative stress^63^. Together, this suggests that the increase in tamoxifen toxicity by *dhs-19* perturbation could result from a complex integration of metabolic cues involving oxidative stress and retinoid metabolism.

*C. elegans* is a remarkable animal with a fixed lineage in which wild-type animals develop deterministically to adults with precisely 959 somatic nuclei^64,65^. Therefore, one would assume that all adult animals are essentially the same. Here we show that wild-type animals can exhibit marked differences in their FA composition, depending on which bacterial diet they are fed. To our knowledge, *C. elegans* FA composition has only been studied in animals fed *E. coli*, and the profiles observed in our experiments are consistent with the only available previous study^35^. Here, we observe much more drastic changes in FA composition in animals fed *C. aquatica* or *B. subtilis*, relative to those fed *E. coli*. First, the MUFA, mmBCFA or CPFAs content of the animals strongly reflects the dietary input; a diet of *C. aquatica* is rich in MUFAs, and a diet of *B. subtilis* is rich in mmBCFAs, and these FAs accumulate in the animals. This result demonstrates that the animal’s membranes are permissive to varying levels of these types of FAs. In contrast, the PUFA composition of *C. elegans* is largely independent of its bacterial diet. While PUFAs are essential dietary FAs in humans, *C. elegans* synthesize PUFAs de novo^66^. This result indicates that *C. elegans* PUFA levels are sensed, and that metabolic fluxes in FA biosynthesis pathways are adjusted to maintain relative levels in a tight regime. It is therefore perhaps not surprising that PUFA deficiencies have been associated with developmental and neuronal defects in *C. elegans*^67^. Future studies are required to reveal to what extent wild-type *C. elegans* exhibit other fitness changes in response to differences in FA composition.

How does cell death connect to organism death? Fifty years after Horvitz and Sulston first described apoptosis in *C. elegans*^64^, it remains unclear how cell death mechanisms communicate and how they relate to organismal phenotypes including death. Other open questions that remain to be answered are: What is the exact nature of the triggers directing decisions in the induction of alternative cell-death mechanisms? And how do bacteria affect cell-death potentials? This study provides a foundation for future studies to address fundamental questions related to cell death and organismal fate.

## Methods

### *C. elegans*

*C. elegans* N2 (Bristol) was used as the wild-type strain. Prior to all experiments, animals were maintained on Nematode Growth Media (NGM) and fed a diet of *E. coli* OP50. To prepare L1-synchronized animals, eggs purified by dissolving gravid animals in NaOH-buffered bleach were collected and incubated for 20 h in M9 buffer for hatching. The *C. elegans ced-3(n717)* mutant strain was kindly provided by the Francis lab (UMass Chan Medical School). The *C. elegans dhs-19(VL1313)* mutant strain was generated using CRISPR-Cas9 genome editing^68^. The *C. elegans ced-4*(n1162) and *nprl-3*(ku540) strains were provided by the *Caenorhabditis* Genetics Center (CGC).

### Bacterial strains

*E. coli* BW25113, *E. coli* HT115, *C. aquatica* DA1877, and *B. subtilis* sp168 were grown in LB, overnight at 37 °C to stationary phase under agitation (200 rpm). Alternatively, *B. subtilis* sp168 was grown in M9 at 37 °C to stationary phase (~24 h). The dietary effects on tamoxifen toxicity described herein were independent of the *E. coli* strain tested. Experiments were conducted using *E. coli* BW25113, unless stated otherwise. Bacterial powders were generated by mechanical lysis followed by desiccation as previously described^8^. Powders were seeded onto tamoxifen-containing NGM plates supplemented with antibiotics and prepared without peptone.

### Bacterial genetic screens

Bacterial genetic screens were performed in 96-well plates containing NGM supplemented with 200 and 300 µM tamoxifen for *E. coli* mutants, 100 and 300 µM tamoxifen for *C. aquatica* mutants. Wells were seeded with individual mutant strains, and approximately twenty L1-arrested animals were added to each well on the following day. After 2 and 3 days at 20 °C, hits were scored visually using a dissecting microscope as bacterial mutants leading to a difference in animal drug response relative to wildtype-fed animals. Primary hits were then retested in 48-well plates, in two independent experiments, on NGM supplemented with 0.5% DMSO, 50, 100, 150, 300, or 600 µM tamoxifen for *E. coli* and *C. aquatica* mutants. Bacterial mutants that showed robust differences on host drug response were genotyped. *E. coli* and *C. aquatica* and mutants were genotyped using gene-specific primers flanking −200 and +200 bp relative to the start codon and semi-random two-step PCR, respectively.

### Tamoxifen-containing NGM plate preparation

Tamoxifen citrate (Selleckchem, S1972) was dissolved to 150 mM in sterile dimethyl sulfoxide (DMSO), aliquoted and stored at −20 °C. Stock solutions were diluted in series to 200X the final concentration and added at a final volume of 0.5% to NGM agar heated to 55 °C. Drug-containing NGM plates were dried overnight at room temperature. NGM was supplemented with antibiotics for experiments in 96-well plate format, and 2 mM IPTG for RNAi experiments. 96-well and 48-well plates were seeded with 15 and 30 µL of bacterial cultures, respectively. Plates were then dried for 6 h at room temperature and kept overnight at room temperature before being used. *E. coli* cultures were concentrated 1-2X, and *C. aquatica* DA1877 and *B. subtilis* sp168 strains were concentrated 2-4X prior to seeding onto NGM agar plates, to normalize for post-seeding bacterial growth.

Importantly, batch-to-batch effects were observed as the study was conducted with differences in drug toxicity depending on the batch. However, dietary differences in tamoxifen drug toxicity were systematically observed.

### Tamoxifen measurements

Tamoxifen levels were measured on an Agilent 7890B/5977B single quadrupole GC-MS equipped with an HP-5ms Ultra Inert capillary column. Briefly, 5000 animals were mechanically lysed in 80% methanol using a FastPrep-24 bead beater (MP Biomedicals). Lysates were centrifuged for 10 min at 20,000 × *g*, and 250 μL of the supernatants were dried using a SpeedVac concentrator SPD111V (Thermo Fisher Scientific). Derivatization was performed by incubating the extracts with methoxyamine hydrochloride (Sigma-Aldrich) [37 °C—1.5 h], and then with *N*-methyl-*N*-(trimethylsilyl)trifluoroacetamide (Sigma-Aldrich) [37 °C, 3 h and then 25 °C, 5 h]. Peak areas were quantified using samples within a linear response range, after mean normalization to total metabolites and blank subtraction. Sample size biases were then corrected by normalizing tamoxifen signals to the metabolomic weight of the sample they originate from (i.e., the sum of all 23 metabolites measured in the run of interest).

For bacteria, lawns were recovered 24 h post-seeding, which corresponds to the time at which animals are exposed to tamoxifen in the experiments presented in this manuscript. For *C. elegans*, animals were first grown to the young-adult stage in absence of tamoxifen, on *E. coli*, *C. aquatica* or *B. subtilis*. They were then transferred onto tamoxifen-containing plates, and seeded with the same bacteria 24 h before. Animals were recovered after 12 h of exposure.

### RNAi screen

We tested a collection of 1645 individual *E. coli* HT115 strains expressing dsRNA against a unique *C. elegans* metabolic gene^30^. The screens were performed using 96-well plates containing NGM supplemented with tamoxifen, 50 µg/mL ampicillin, and 2 mM IPTG. We used a low dose of 300 µM tamoxifen to identify knockdowns that aggravate tamoxifen toxicity, and a high dose of 600 µM tamoxifen to identify knockdowns that mitigate tamoxifen toxicity. Approximately 20 L1-arrested animals were added to each well. Two days later, hits were scored visually using a dissecting microscope as knockdowns leading to a difference in animal drug response relative to animals fed an *E. coli* strain containing the empty dsRNA vector backbone (pL4440).

### *C. elegans* dose-response curves

Dose-response curves (DRCs) were performed in 48-well plates with six to twelve technical replicates. Fifty to one hundred L1-arrested animals were plated onto each well and incubated at 20 °C for 48 h. Animals that developed beyond the L1 stage were counted under a dissecting microscope. The percentage of animals that did not develop was calculated relative to the total number of animals that developed in the control condition. For ∆AUCs in Fig. 3d–f, we used the average AUCs from the DRCs of the *E. coli* BW25113 and *E. coli* HT115 pL4440 control conditions.

### Bacterial growth curves

Bacteria were first grown overnight in LB at 37 °C and shaken at 200 rpm. Next, bacterial cultures were diluted at 1:200 and grown in LB supplemented with 1% of FA supplements (or ethanol vehicle as a control). Cultures were then grown for 20 h at 37 °C and shaken at 200 rpm, in an Eon™ Microplate Spectrophotometer (BioTek) and absorbance at 600 nm was measured every 900 s.

### Fatty acid and vitamin E supplementations

The FA cocktail contains equimolar amounts of the PUFAs arachidonic and linoleic acid, the SFAs lauric and myristic acid, and the MUFA oleic acid^37^ (Sigma-Aldrich, F7050). Undiluted fatty acid cocktail and PUFAs solutions were supplemented at 1% v.v. in LB for overnight growth. MUFAs were first diluted 1:10 in ethanol and supplemented at 1% v.v. in LB for overnight growth. Undiluted vitamin E was supplemented from 0.1 to 10% in LB for overnight growth. MUFAs references: cis-vaccenic acid (VA; Cayman chemicals, 20023), palmitoleic acid (PA; Fisher Scientific, AC376910010), oleic acid (Sigma-Aldrich, 364525). PUFAs references: α-Linolenic Acid (ALA; Cayman chemicals, 90210), γ-Linolenic Acid (GLA; Cayman chemicals, 90220), di-homo-γ-Linolenic Acid (DGLA; Cayman chemicals, 90230). Antioxidants: Vitamin E (Sigma-Aldrich, T3251), *N*-acetyl-l-cystein (NAC; Sigma-Aldrich, A7250).

### *C. elegans* FA measurements

Fatty acid measurements in bacteria and animals were performed as described before^69^. Briefly, lipids were extracted from whole animals using a 2:1 chloroform:methanol mixture and dried in liquid nitrogen. A calibrated phospholipid or triacylglycerol standard was added to the extracted lipids before separation by solid-phase exchange chromatography. Purified lipids were then converted into fatty acid methyl esters by incubation with methanol/2.5% H_2_SO_4_ before GC/MS analysis. All data were presented as percentage of the total fraction of fatty acids measured in the sample.

### Mammalian cell culture

MDA-MB-231 cells were obtained from the American Type Culture Collection (ATCC, Manassas, VA) and cultured in Dulbecco’s modified Eagle’s medium (Corning, 10-017-CV). T-47D cells were grown in RPMI-1640 media (Gibco, 11875119). All cell culture media were supplemented with 10% FBS (Hyclone, SH30910.03, lot AYG161519), 2 mM glutamine (Corning, 25-005-CI), and penicillin/streptomycin (Corning, 30-002-CI). Cells were cultured in a humidified incubator at 37 °C with 5% CO_2_. In addition, cell lines were maintained at low passage numbers and regularly tested negative for mycoplasma contamination.

### Mammalian drug sensitivity assays

Measurement of fractional viability (FV) and normalized growth rate inhibition (GR) were performed using the FLICK assay as previously described^70^. Briefly, cells were seeded in 96-well optical-bottom black-walled plates (Greiner Bio-One, 655090) in 90 μL of media and allowed to adhere overnight. Density was optimized for each cell line depending on the growth rate of the cells and the duration of the assay. Dilutions of tamoxifen (Selleckchem, S1972) were prepared at 10x final concentration in media containing 50 μM SYTOX green (Thermo Fisher Scientific, S7020). About 10 µL of drug combinations were supplemented to the cell culture media and fluorescence signals (excitation = 504 nm, emission = 523 nm) were recorded at the indicated time points on a Tecan Spark multimode plate reader. Total cell fluorescence was evaluated by lysing untreated cells at the start and experimental conditions at the end of the assay, using a supplement of 0.1% Triton X-100 (Fisher Scientific, BP151-500) diluted in PBS. Supplements: Ferrostatin-1 (Sigma-Aldrich, SML0583), ZVAD^71^.

### Gene expression profiling by RNA-seq

Total RNA was extracted using TRIzol (Thermo Fisher), followed by DNase I (NEB) treatment, and purified using the Direct-zol RNA mini-prep kit (Zymo research). RNA quality was verified by agarose gel electrophoresis. Briefly, multiplexed libraries were prepared using Cel-seq2^72^. Two to three biological replicates were sequenced with a NextSeq 500/550 High Output Kit v2.5 (75 Cycles) on a Nextseq500 sequencer. Paired-end sequencing was performed; 13 cycles for read 1, six cycles for the Illumina index, and 73 cycles for read 2. Analysis was performed as previously detailed^73^, using a homemade DolphinNext pipeline^74^. Differentially expressed genes were identified using DEseq2, *p* values were obtained using the Wald test, and adjusted following the Benjamini-Hochberg method.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Reporting Summary

## Data Availability

RNA-seq data have been deposited at GEO and is publicly available under the following accession number: GSE186785. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Bacterial diet modulates tamoxifen-induced death via host fatty acid metabolism
**Source:** Nat Commun. 2022 Sep 23;13:5595. doi: 10.1038/s41467-022-33299-5
**Supplement:** Supplementary file 1 — Supplementary Information

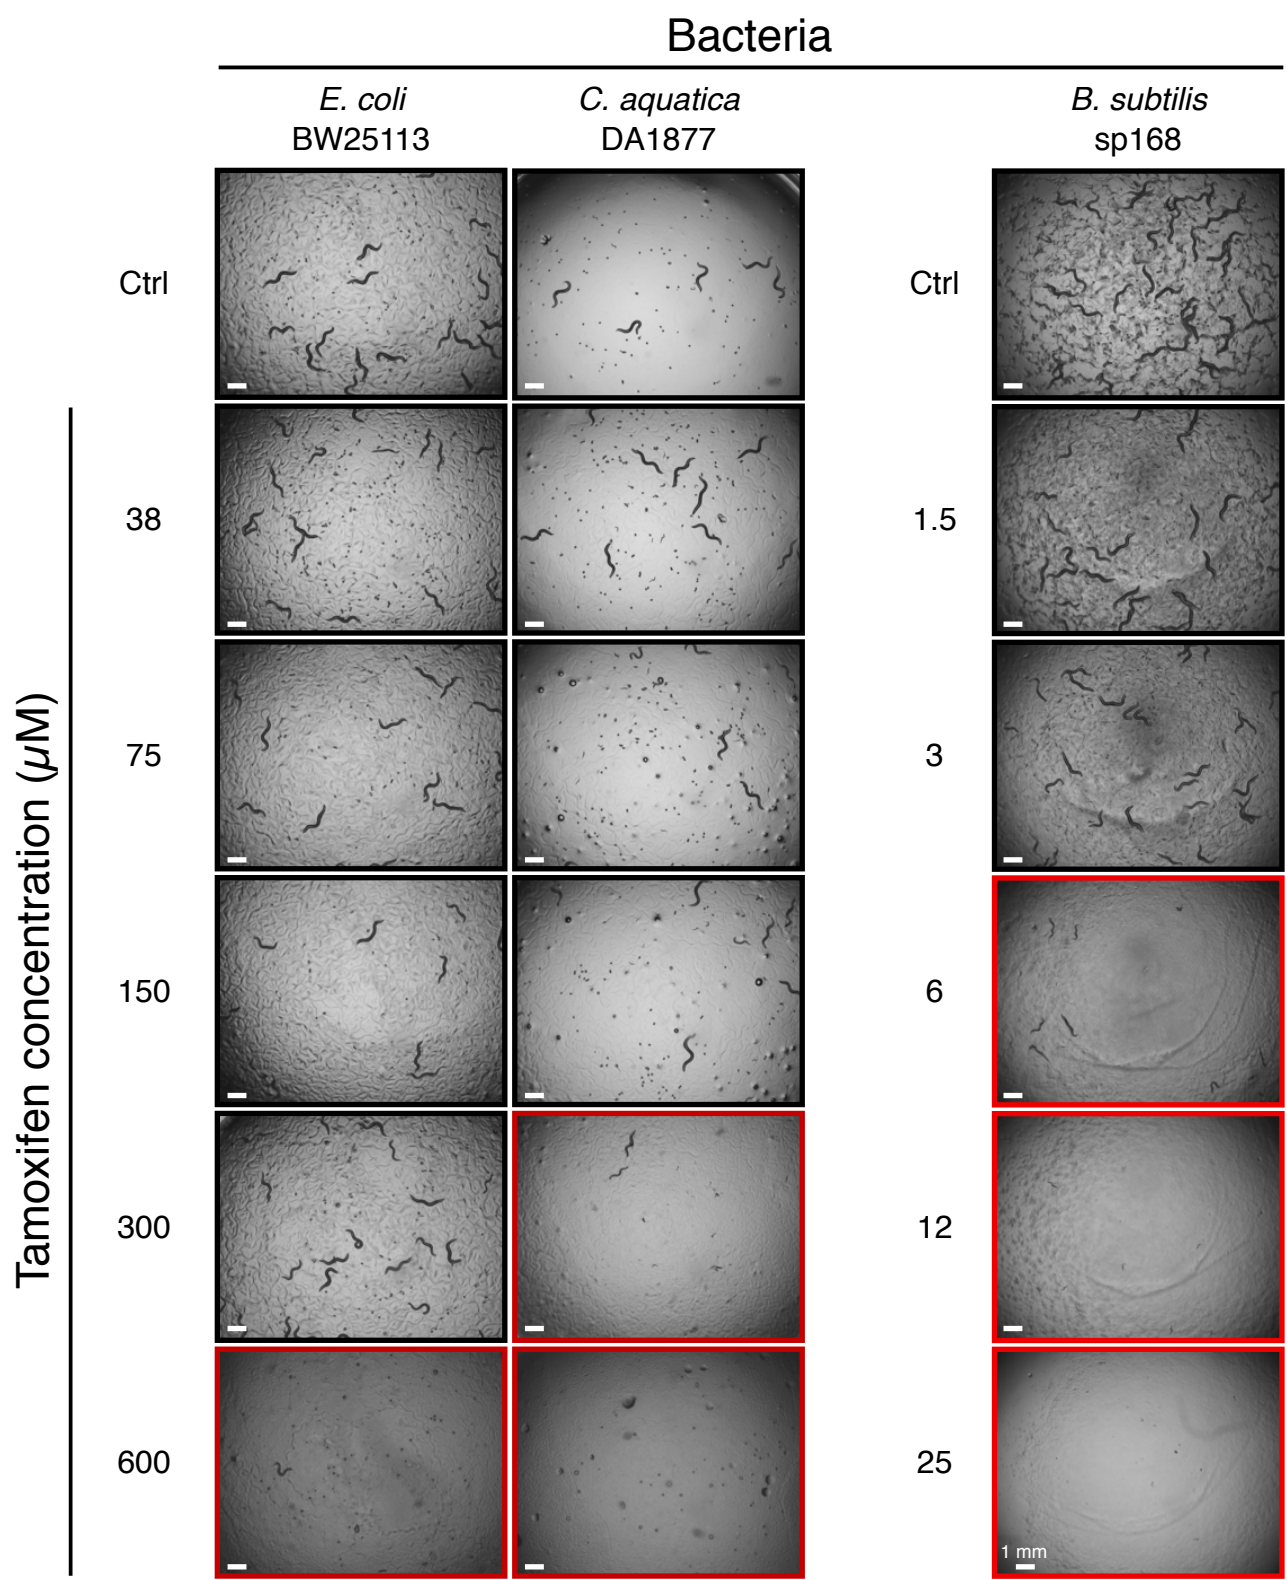

### **Supplementary Fig. 1: tamoxifen toxicity in non-arrested L1 animals**

Bright-field images showing *C. elegans* supplemented with increasing doses of tamoxifen, fed *E. coli*, *C. aquatica*, and *B. subtilis*. In contrast to experiments presented in the main manuscript, experiments were conducted using *C. elegans* embryos rather than L1-arrested animals. Images were taken at 2x magnification after 48h exposure to tamoxifen. Scale bars: 1 mm. Representative results of 1 out of 3 independent experiments.

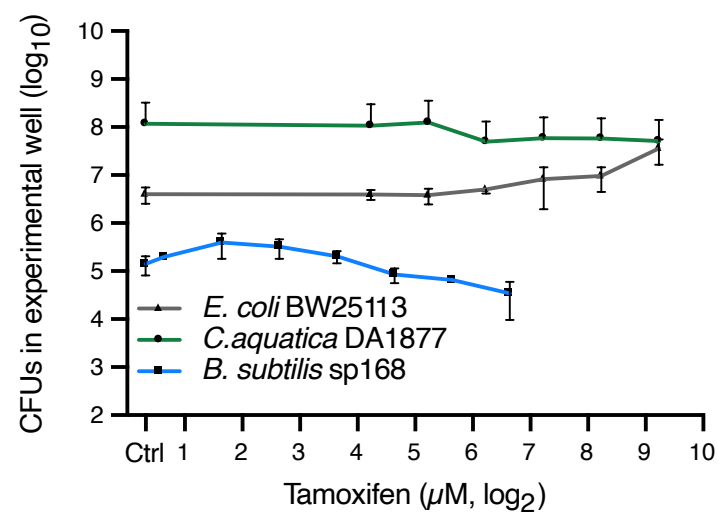

**Supplementary Fig. 2: assessment of bacterial viability on tamoxifen containing NGM plates**

Bacteria were seeded on tamoxifen containing NGM plates and incubated at room temperature for 48h. Bacterial lawns were recovered in M9 buffer, and colony-forming units were determined by plating serial dilutions on LB-agar plates. Data are represented as mean  $\pm$ SEM of three independent biological replicates.

Source data are provided as a Source Data file.

*dhs-19* (VL1313)

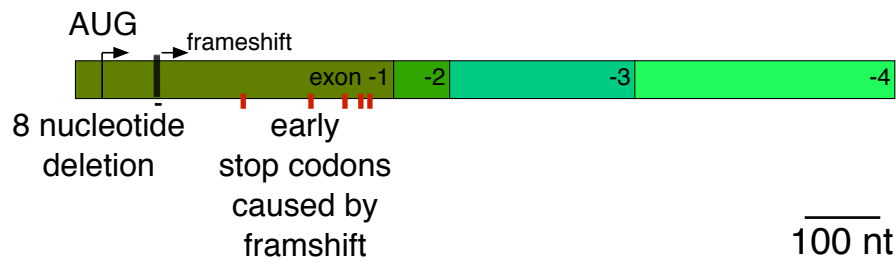

### **Supplementary Fig. 3: Schematic of the dhs-19 deletion**

To-scale cartoon of the exon 1 frameshift caused by an 8-nucleotide deletion in the *dhs-19* gene, in the engineered VL1313 strain.

# Diot, et al. Supplementary Fig. 4

**a**

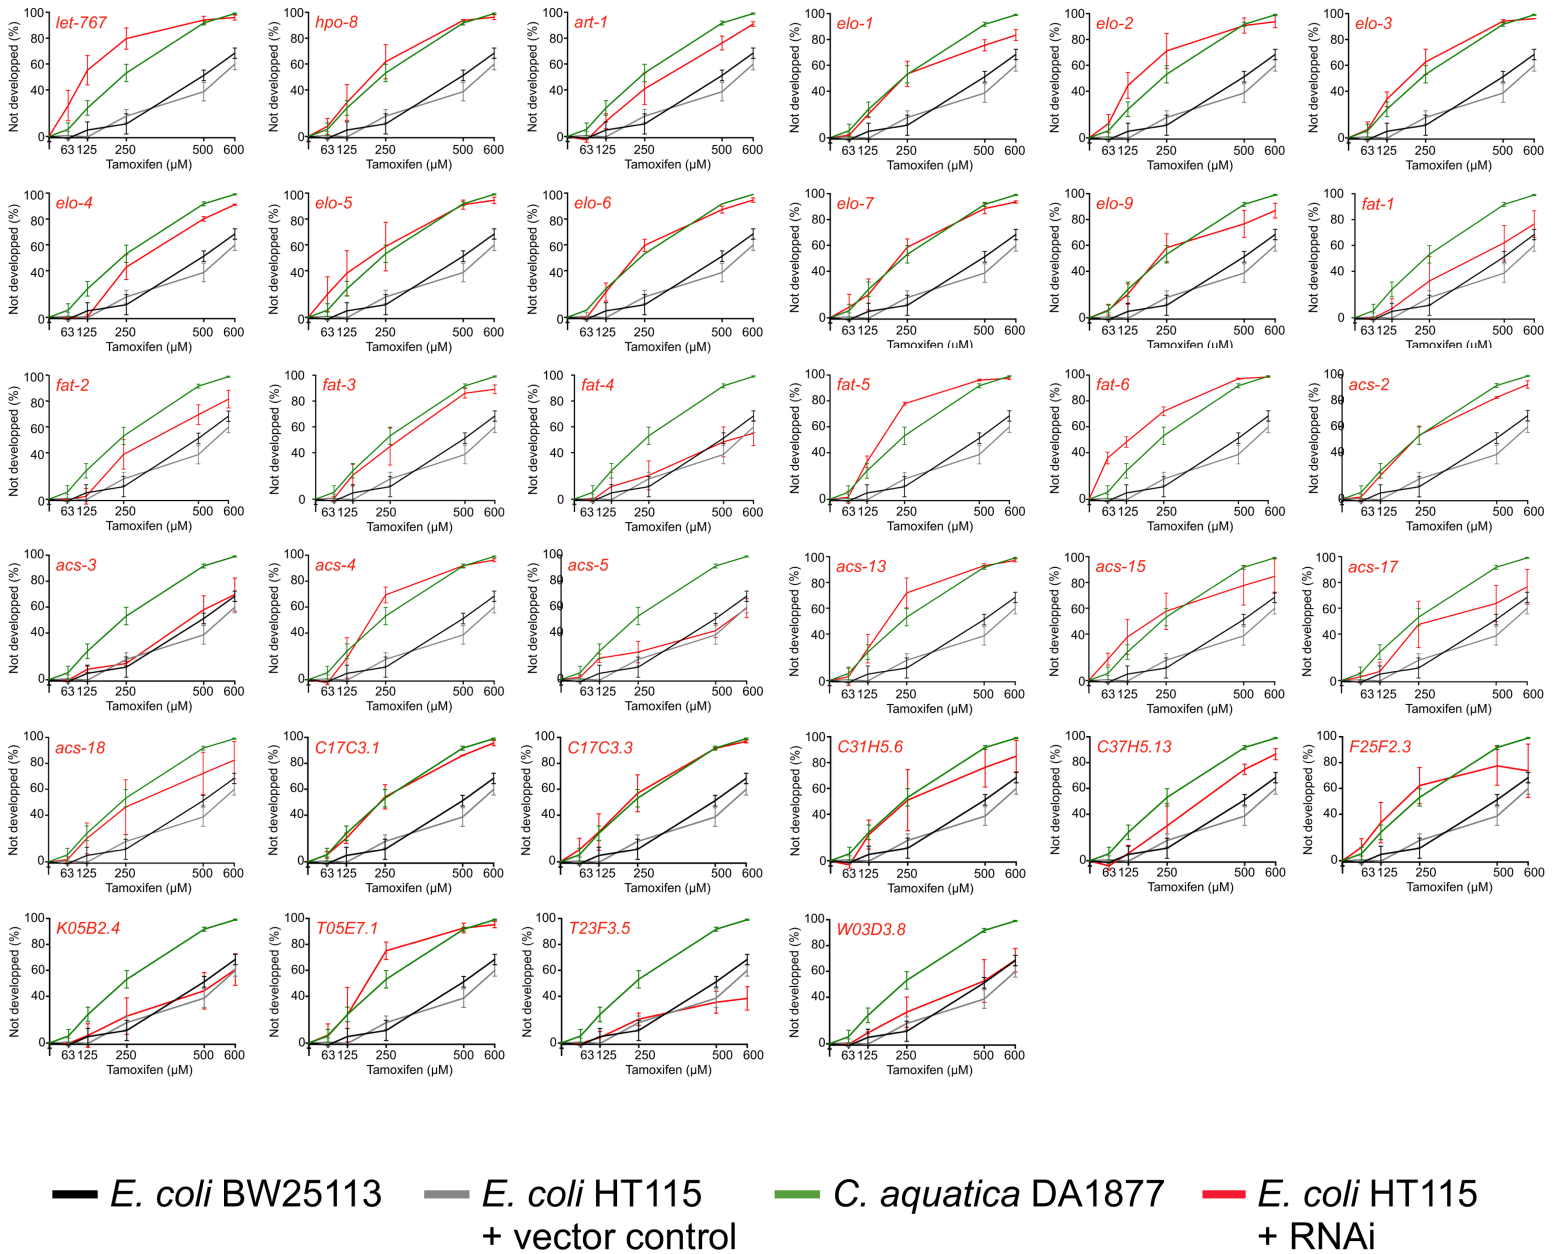

**b**

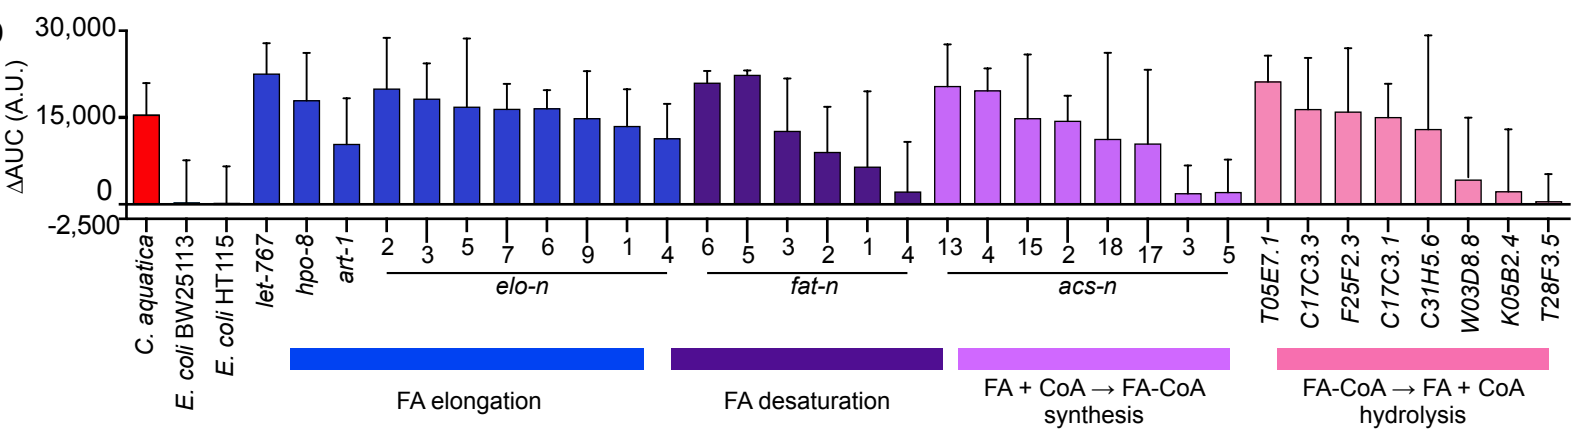

**Supplementary Fig. 4: Individual dose-response curves for animals exposed to RNAi of genes involved in the fatty acid biosynthesis.**

**a** All conditions were tested in parallel, and control conditions are plotted in each graph to facilitate the interpretation of the effect of individual RNAis. Data are represented as mean  $\pm$ SEM of three biological replicates. Statistical significance was assessed by performing 2-way Anovas followed by a multi-comparison Dunett test using the no-RNAi *E. coli* condition as a control, on Graphpad Prism (v9). Adjusted *p-values* are reported in **Supplementary Table 1**.

**b**  $\Delta$ AUCs presented in **Fig. 3e** with with standard errors. AUCs and error-bars were generated from the graphs in **a** using GraphPad Prism (v9). As AUC calculations derived a single value, the displayed  $\Delta$ AUCs are representative of a single value. Standard error bars represent the standard error of the calculated AUC.

Source data are provided as a Source Data file.

**a**

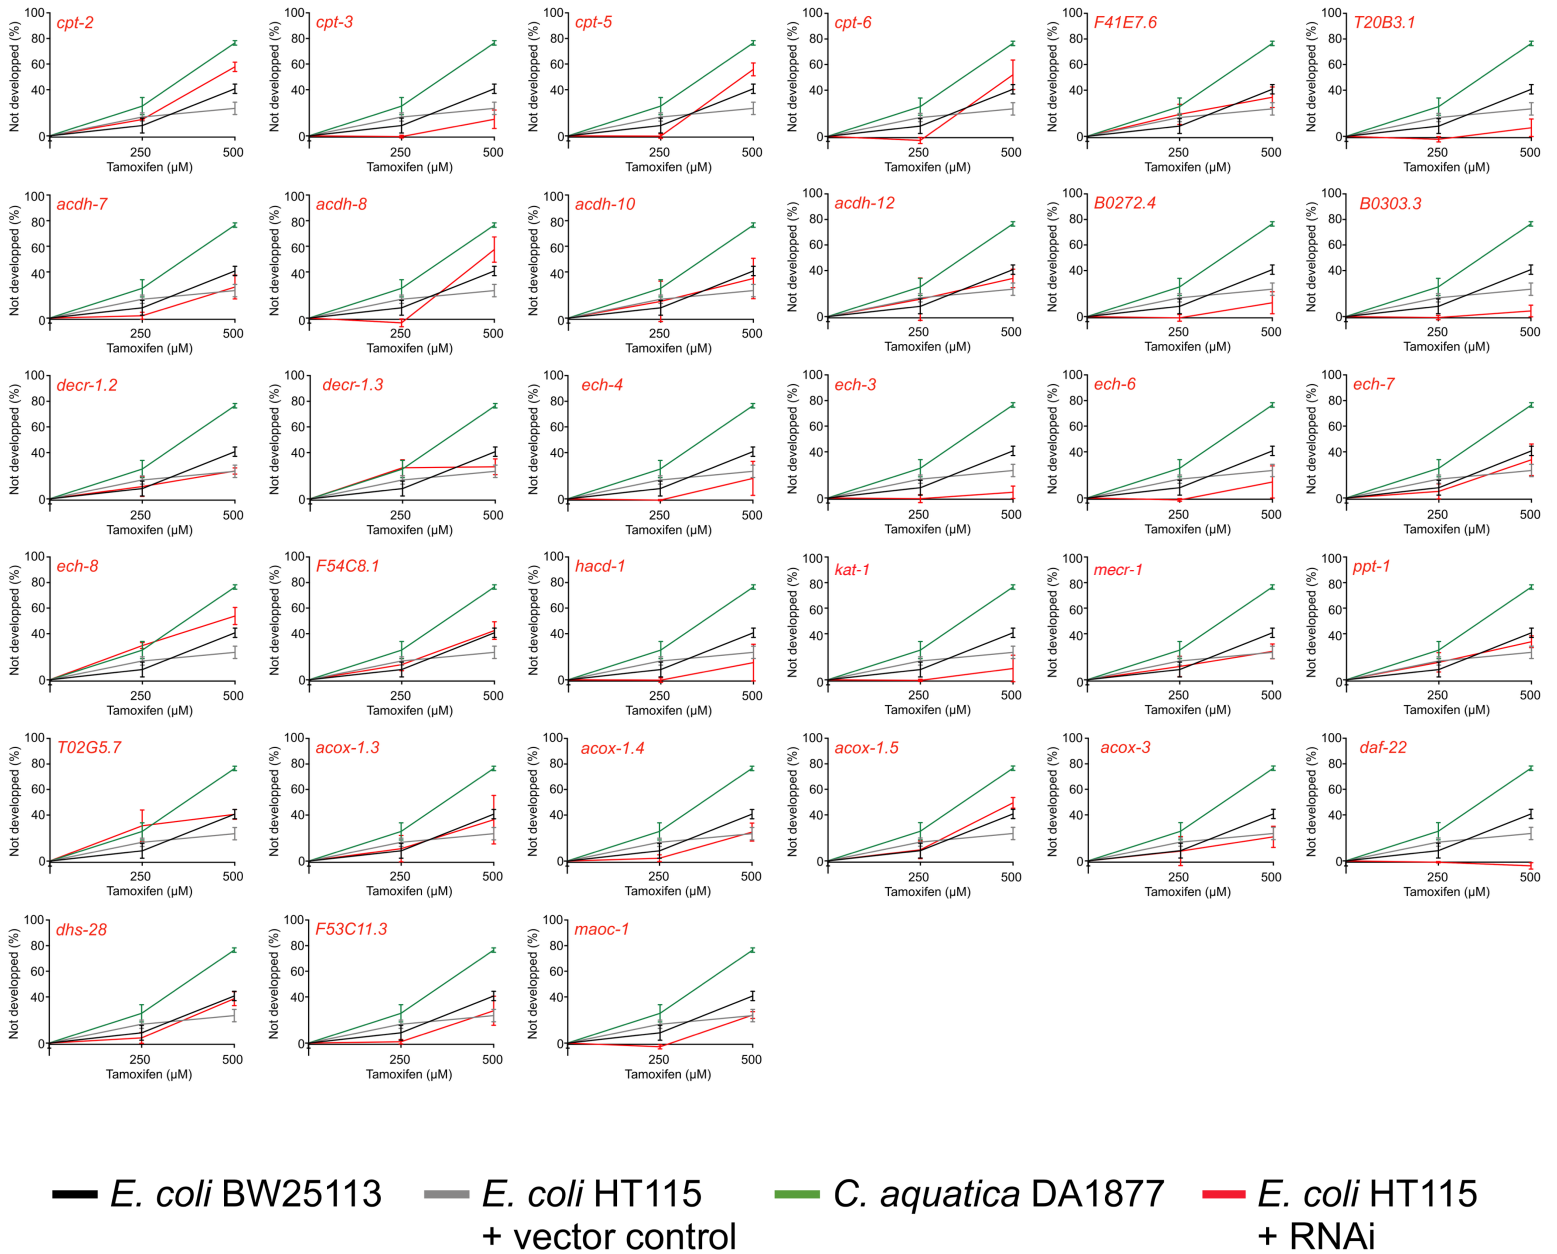

**b**

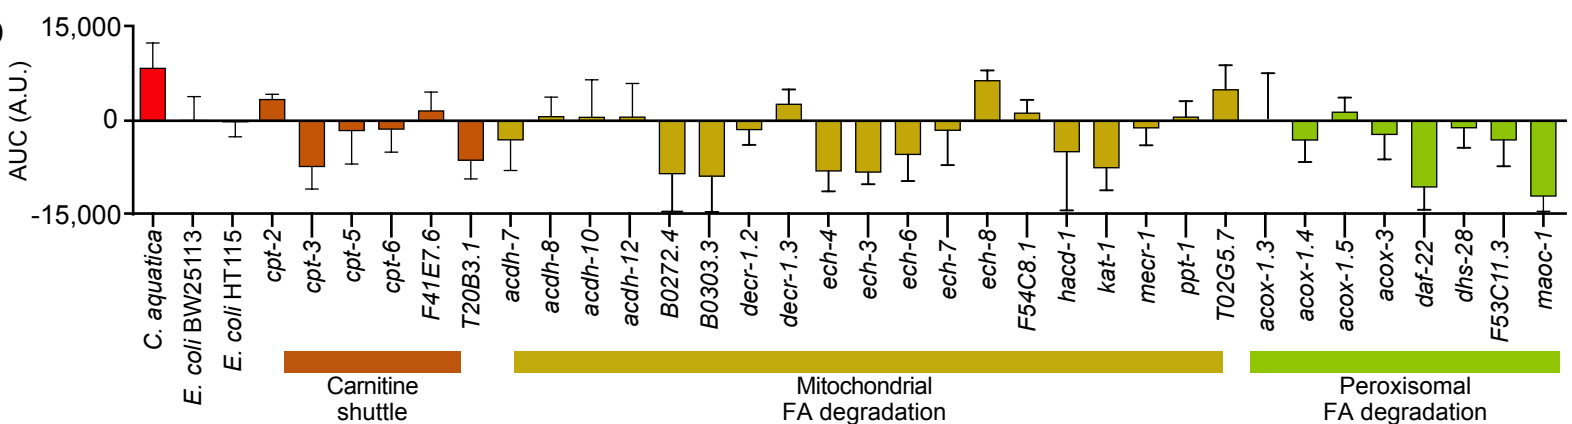

**Supplementary Fig. 5: Individual dose-response curves for animals exposed to RNAi of genes involved in the fatty acid degradation.**

**a** All conditions were tested in parallel, and control conditions are plotted in each graph to facilitate the interpretation of the effect of individual RNAis. Data are represented as mean  $\pm$ SEM of three biological replicates. Statistical significance was assessed by performing 2-way Anovas followed by a multi-comparison Dunett test using the no-RNAi *E. coli* condition as a control, on Graphpad Prism (v9). Adjusted *p-values* are reported in **Supplementary Table 2**.

**b**  $\Delta$ AUCs presented in **Fig. 3f** with standard errors. AUCs and error-bars were generated from the graphs in **a** using GraphPad Prism (v9). As AUC calculations derived a single value, the displayed  $\Delta$ AUCs are representative of a single value. Standard error bars represent the standard error of the calculated AUC.

Source data are provided as a Source Data file.

Diot, et al. Supplementary Fig. 6

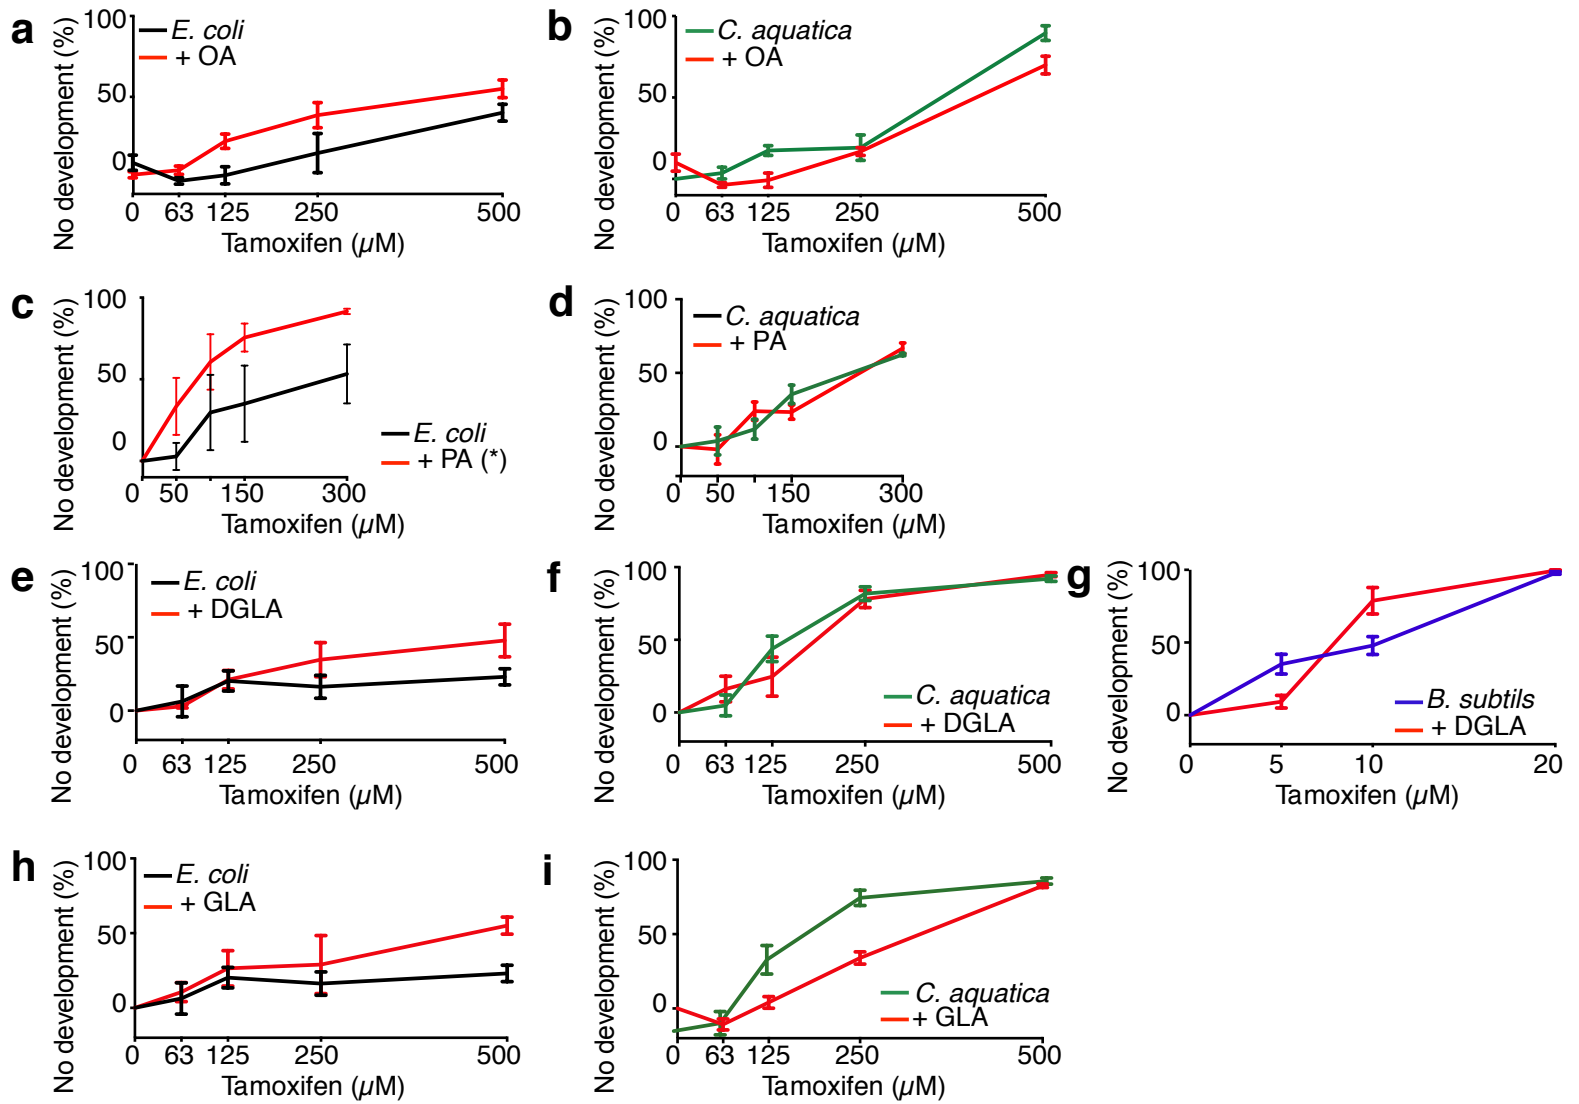

**Supplementary Fig. 6: DRCs of tamoxifen toxicity with a larger panel of FA supplements.**

**a, b** DRCs of tamoxifen toxicity with and without oleic acid (OA) supplementation on animals fed *E. coli* (**a**) or *C. aquatica* (**b**). *Adjusted p-values*: 0.6045 (**a**) and 0.0579 (**b**).

**c, d** DRCs of tamoxifen toxicity with and without palmitoleic acid (PA) supplementation on animals fed *E. coli* (**c**) or *C. aquatica* (**d**). *Adjusted p-values*: 0.0027 (**c**) and 0.9994 (**d**).

**e-g** DRCs of tamoxifen toxicity with and without di-homo-gamma-linoleic acid (DGLA) supplementation on animals fed *E. coli* (**e**), *C. aquatica* (**f**), or *B. subtilis* (**g**). *Adjusted p-values*: 0.3055 (**e**), 0.9974 (**f**), and 0.9857 (**g**).

**h, i** DRCs of tamoxifen toxicity with and without gamma-linoleic acid (GLA) supplementation on animals fed *E. coli* (**h**) or *C. aquatica* (**i**). *Adjusted p-values*: 0.0922 (**h**) and 0.0004 (**i**).

Data are represented as mean  $\pm$ SEM of three independent biological replicates. Statistical significance was assessed by performing 2-way Anovas followed by a Dunnett multi-comparison test using the non-supplemented conditions as controls, on Graphpad Prism (v9).

Source data are provided as a Source Data file.

Diot, et al. Supplementary Fig. 7

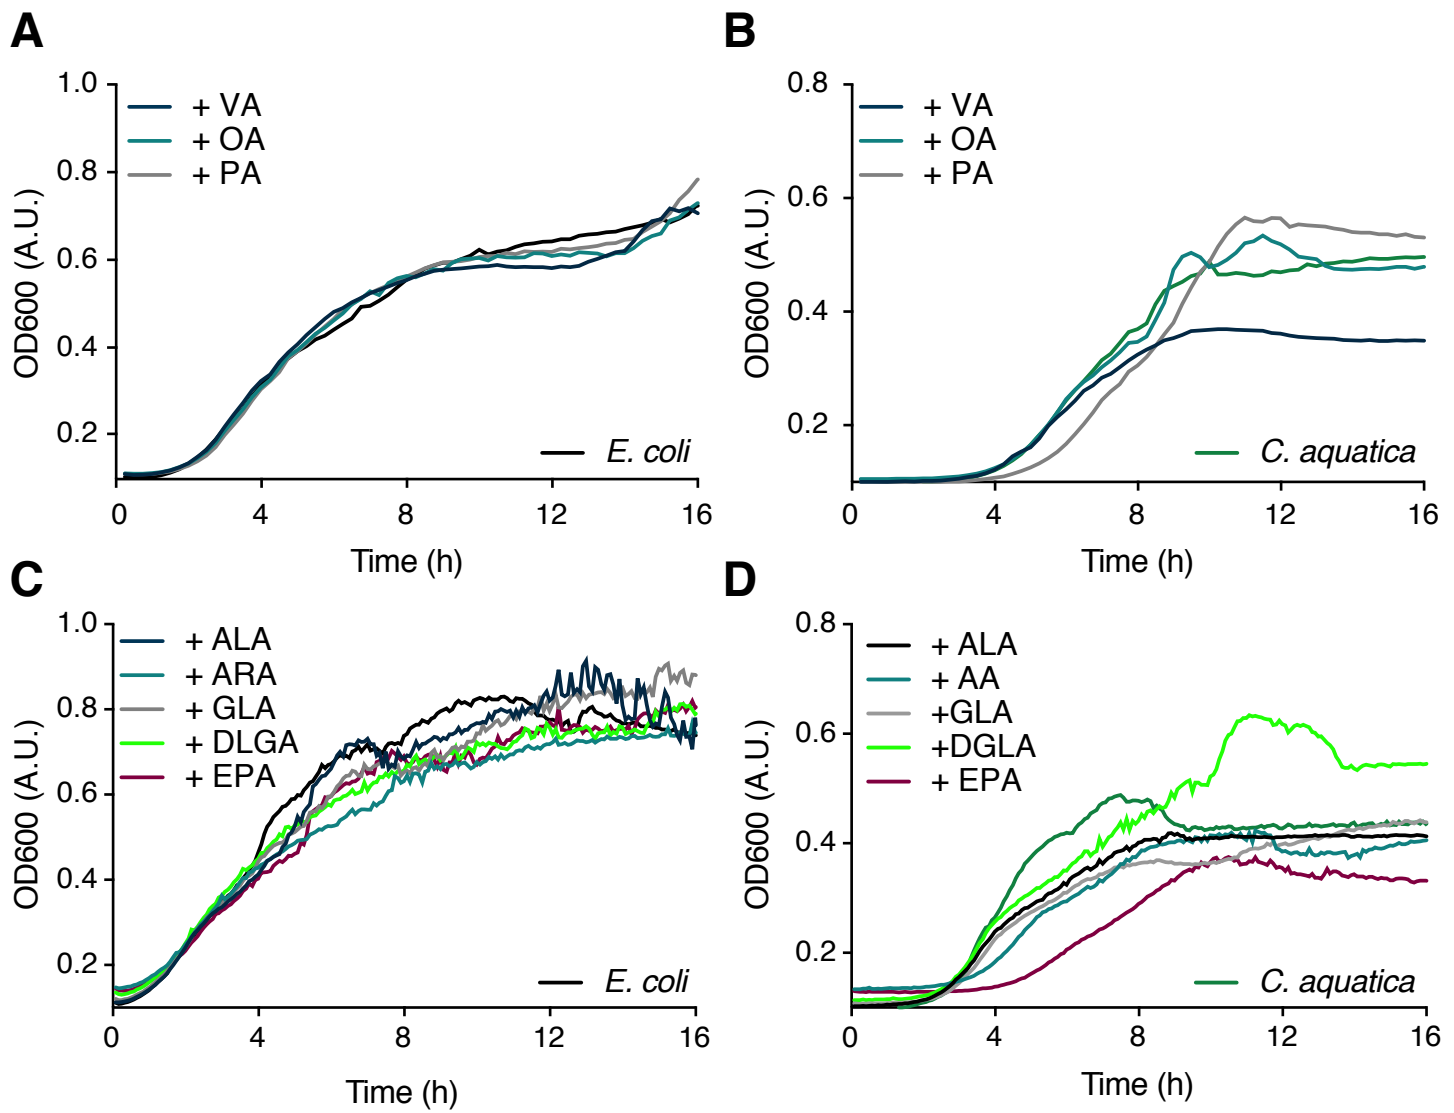

**Supplementary Fig. 7: Growth curves of *E. coli* and *C. aquatica* in presence of the FA supplements used in Fig. 4 and Supplementary Fig. S6.**

**a, c** Growth curves of *E. coli* supplemented with MUFAs (A) and PUFAs (C). For clarity, no error bars are reported in the graphs. Data are represented as mean  $\pm$ SEM of four independent biological replicates.

**b, d** Growth curves of *C. aquatica* supplemented with MUFAs (A) and PUFAs (C). For clarity, no error bars are reported in the graph. Data are represented as mean  $\pm$ SEM of four independent biological replicates.

MUFA: mono-unsaturated FA, PUFA: poly-unsaturated FA, VA: cis-vaccenic acid, OA: oleic acid, PA: palmitoleic acid, ALA: alpha-linoleic acid, ARA: arachidonic acid, GLA: gamma-linoleic acid, DGLA: di-homo-gamma-linoleic acid, EPA: eicosapentaenoic acid.

Source data are provided as a Source Data file.

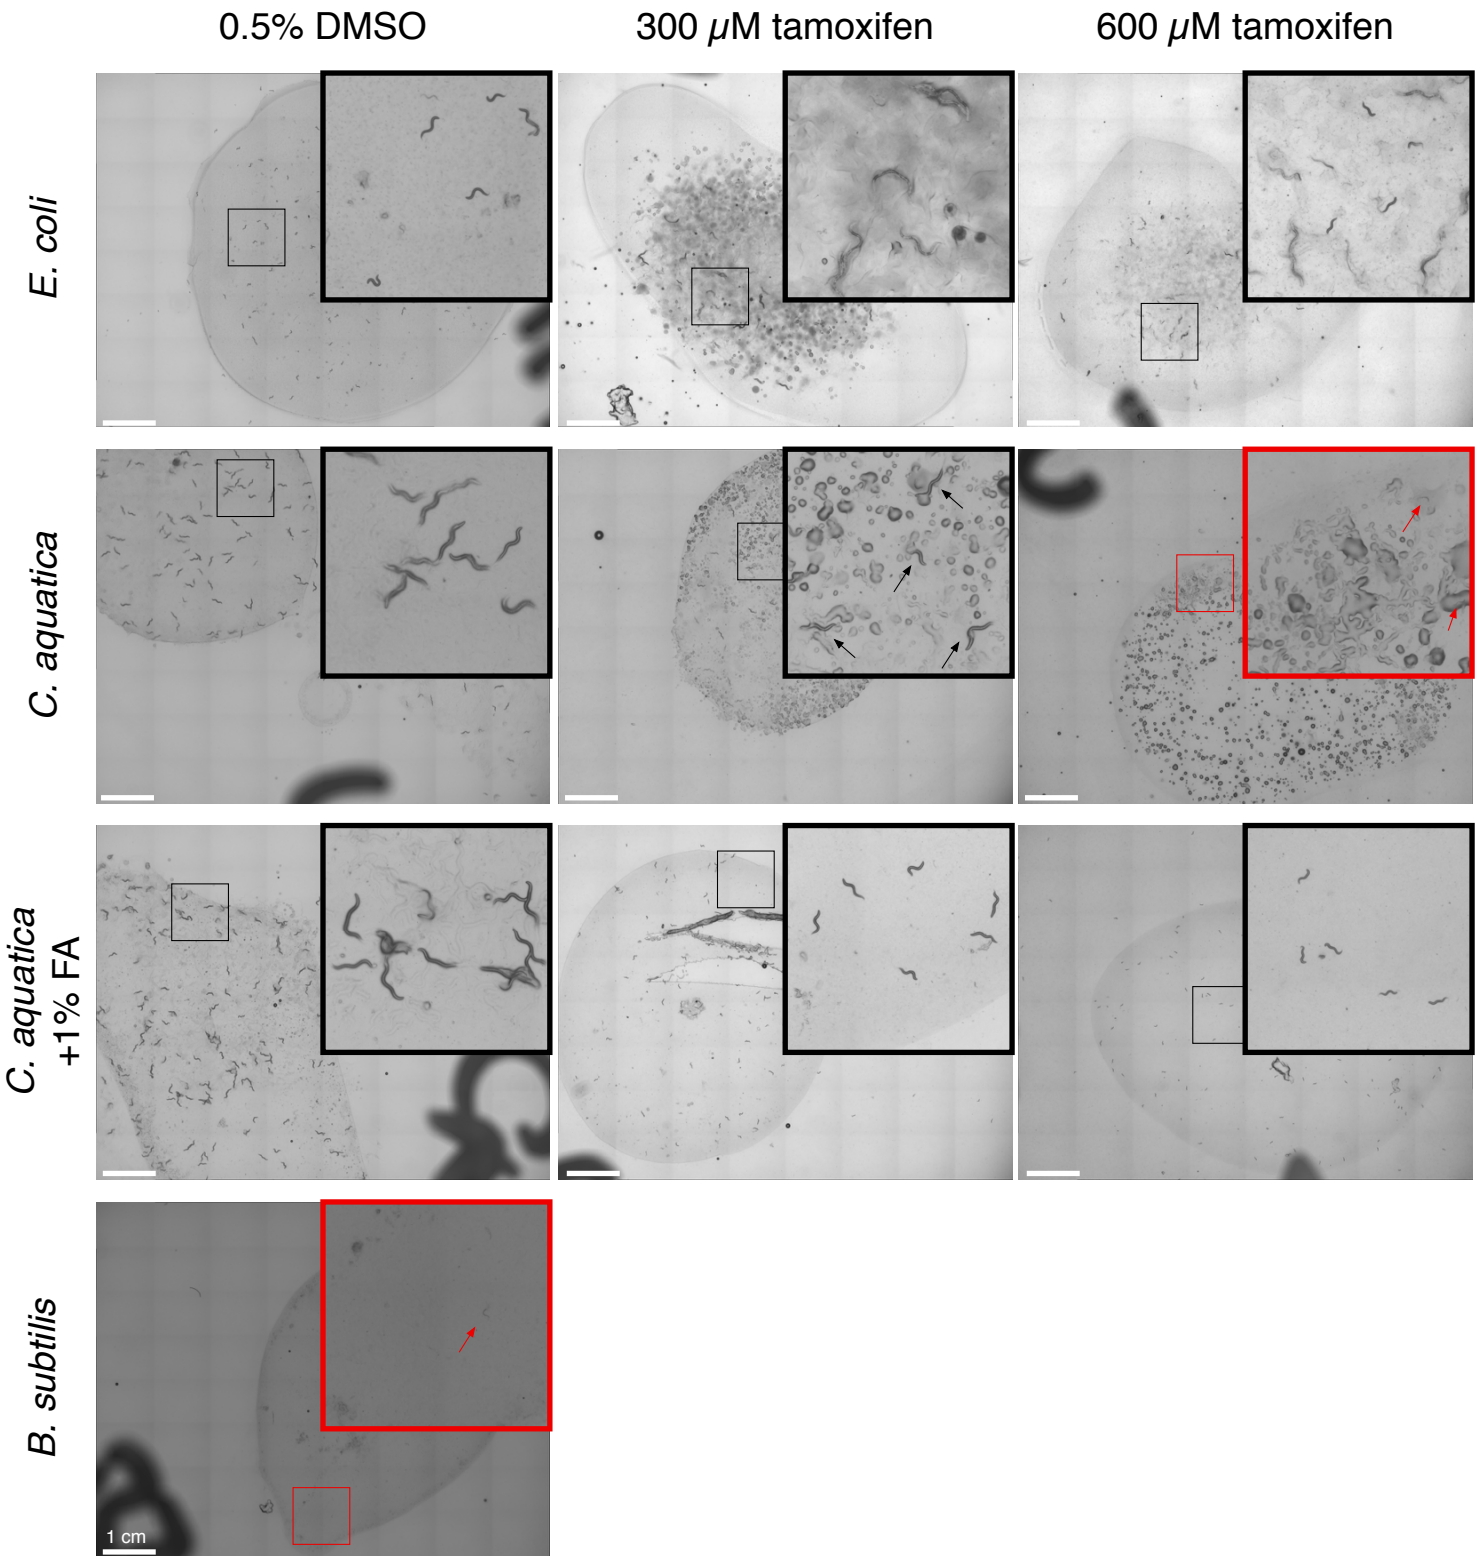

**Supplementary Fig. 8: tamoxifen toxicity in *C. elegans* fed metabolically inactive bacteria**

Bacterial powders were seeded on tamoxifen containing NGM plates, supplemented with antibiotics and devoid of peptone, and with FA cocktail when indicated. Dried plates were then seeded with L1-synchronized and pictures were taken at 72h. Images were taken at 2x magnification after 48h exposure to tamoxifen. Scale bars: 1 cm. Representative results of 1 out of 3 independent experiments.

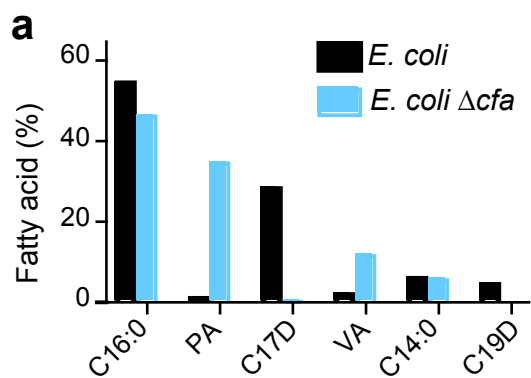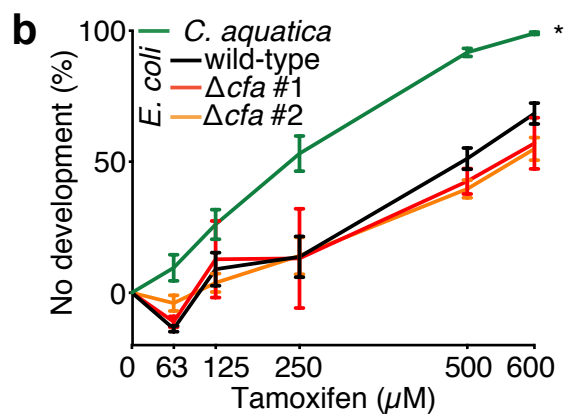

**Supplementary Fig. 9: tamoxifen toxicity in *C. elegans* fed in  $\Delta cfa$  *E. coli* mutant**

**a** Fatty acid composition of *E. coli* BW25113 and  $\Delta cfa$  mutant strains was assessed by GC-MS. Statistical significance was assessed by performing unpaired two-tailed t-tests on Graphpad Prism (v9). *p*-values: 0.8717 (C16:0), <0.0001 (PA), 0.0007 (C17D), 0.0055 (VA), 0.0954 (C14:0), and 0.0027 (C17D).

**b** DRCs of tamoxifen toxicity on animals fed *C. aquatica*, *E. coli* BW25113, or *E. coli*  $\Delta cfa$  mutant strains. Data are represented as mean  $\pm$ SEM of three independent biological replicates. Statistical significance was assessed by performing 2-way Anovas followed by a Dunnett multi-comparison test using the no-RNAi *E. coli* condition as control, on Graphpad Prism (v9). Adjusted *p*-values: <0.0001 (*C. aquatica*), >0.9999 ( $\Delta cfa$ #1), >0.9999 ( $\Delta cfa$ #2).

Source data are provided as a Source Data file.

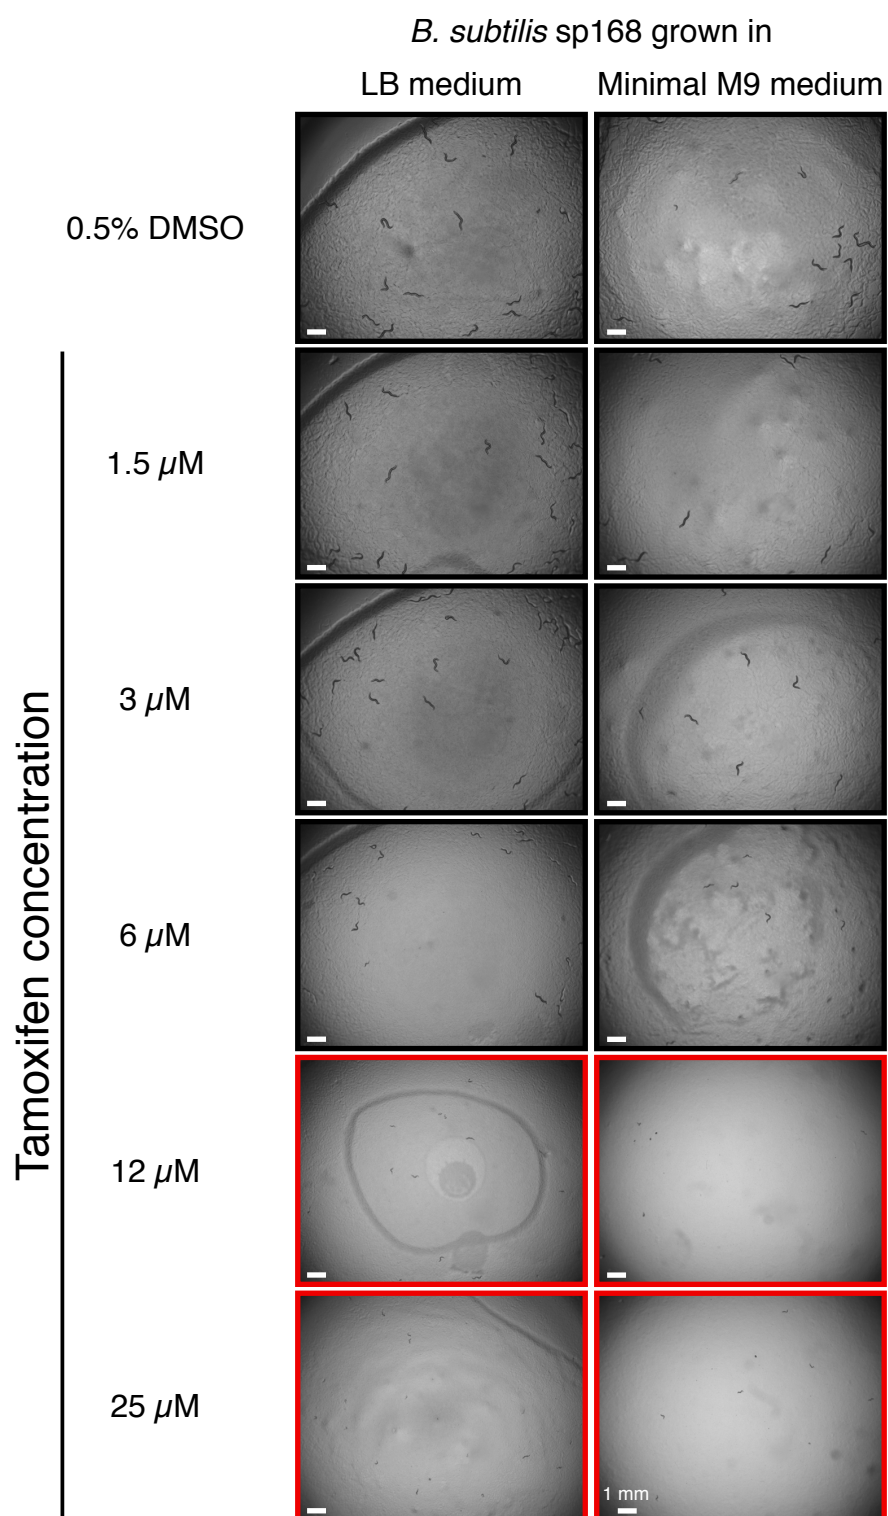

**Supplementary Fig. 10: tamoxifen toxicity in *C. elegans* fed *B. subtilis* grown in M9 minimal or LB media**

Bright-field images showing *C. elegans* supplemented with increasing doses of tamoxifen, fed *B. subtilis* grown in LB or M9 minimal media supplemented with glucose. Scale bars: 1 mm. Images were taken at 2x magnification after 48h exposure to tamoxifen.

Representative results of 1 out of 3 independent experiments.

**a**

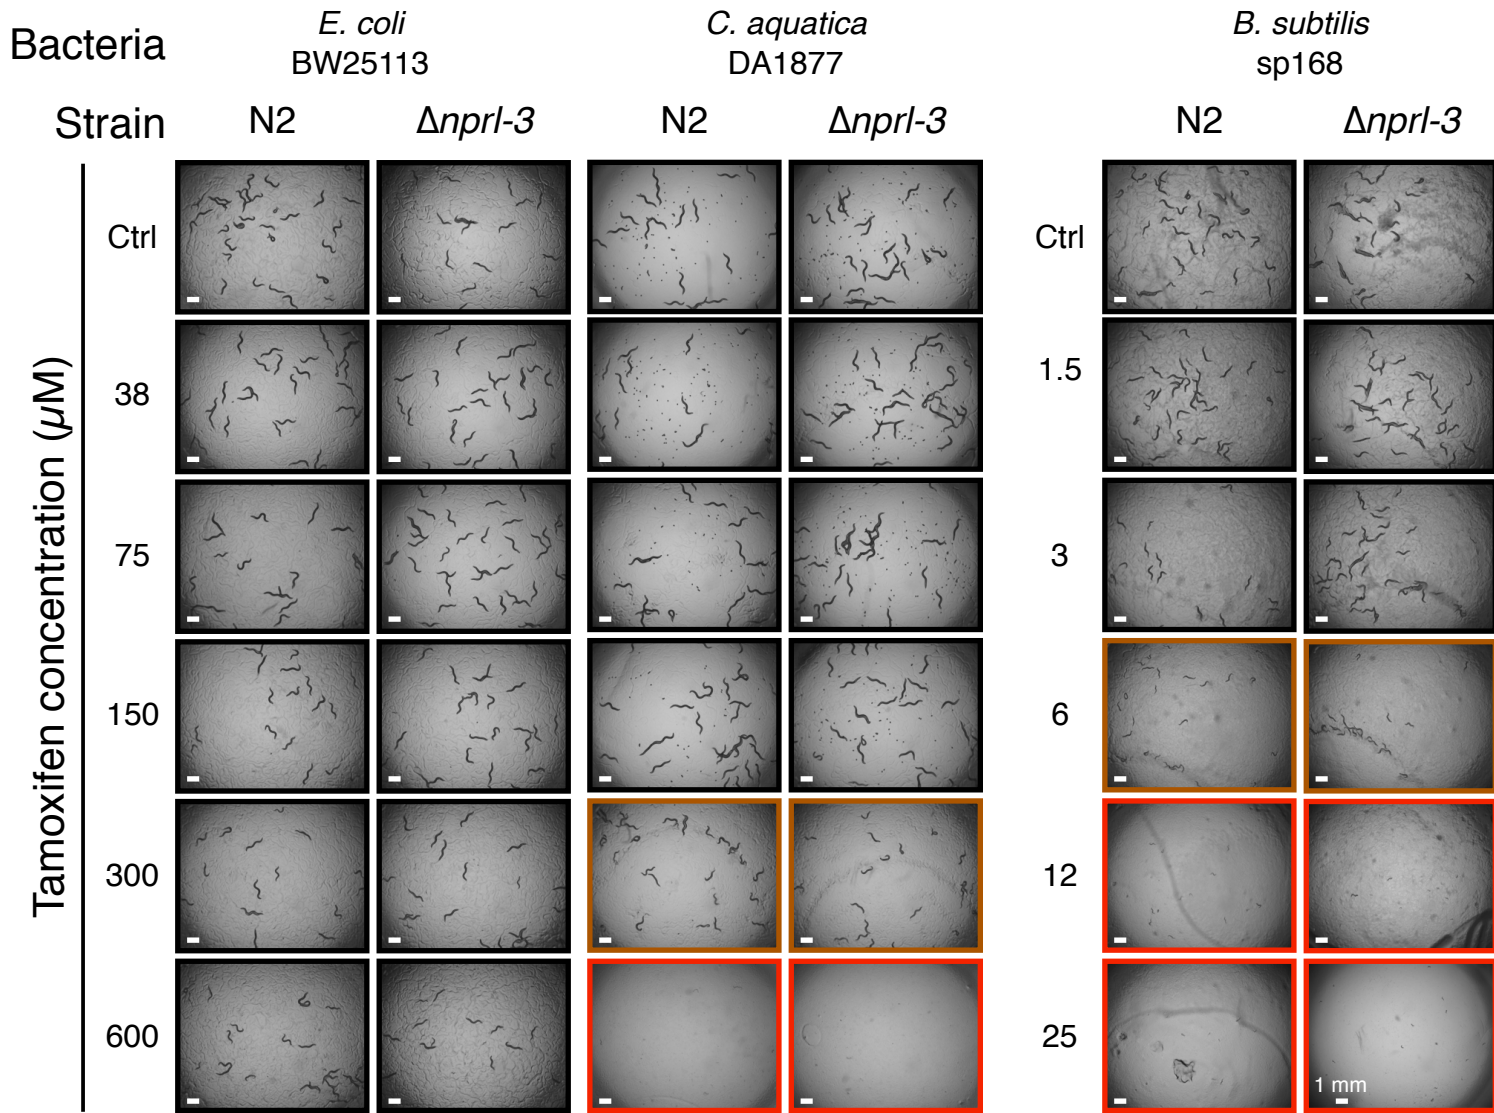

**b**

N2 animals on *elo-5* RNAi

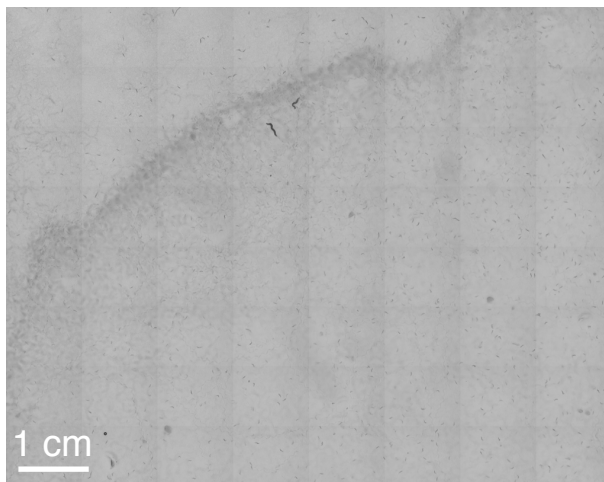

$\Delta nplr-3$  animals on *elo-5* RNAi

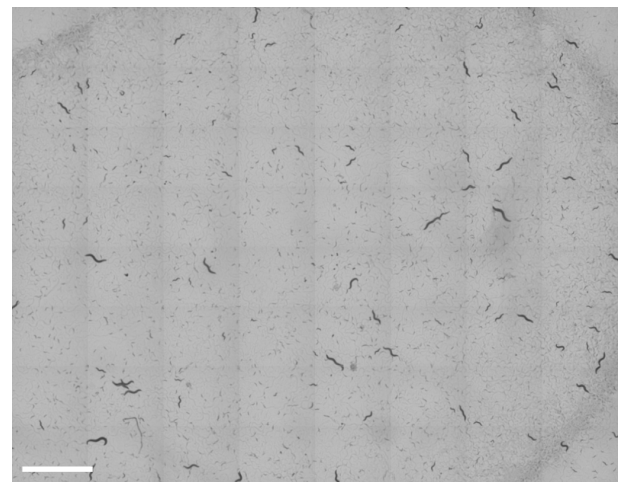

### **Supplementary Fig. 11: tamoxifen toxicity in $\Delta nprl-3$ animals**

**a-b** experiments were conducted in parallel. Images are representative of three independent experiments.

**a** Bright-field images showing N2 and  $\Delta nprl-3$  animal strains supplemented with increasing doses of tamoxifen, fed *E. coli*, *C. aquatica* or *B. subtilis*. Images were taken at 2x magnification after 48h exposure to tamoxifen. Scale bars: 1 mm.

**b** Bright-field images showing N2 and  $\Delta nprl-3$  animal strains fed *E. coli* expressing double stranded RNA as indicated. F0 showed no phenotype. At 72h adult animals were removed from the plate and progeny was monitored daily. Images were taken at 10x magnification after 120h (48h post F0 removal). Scale bars: 1 cm.

Representative results of 1 out of 3 independent experiments.

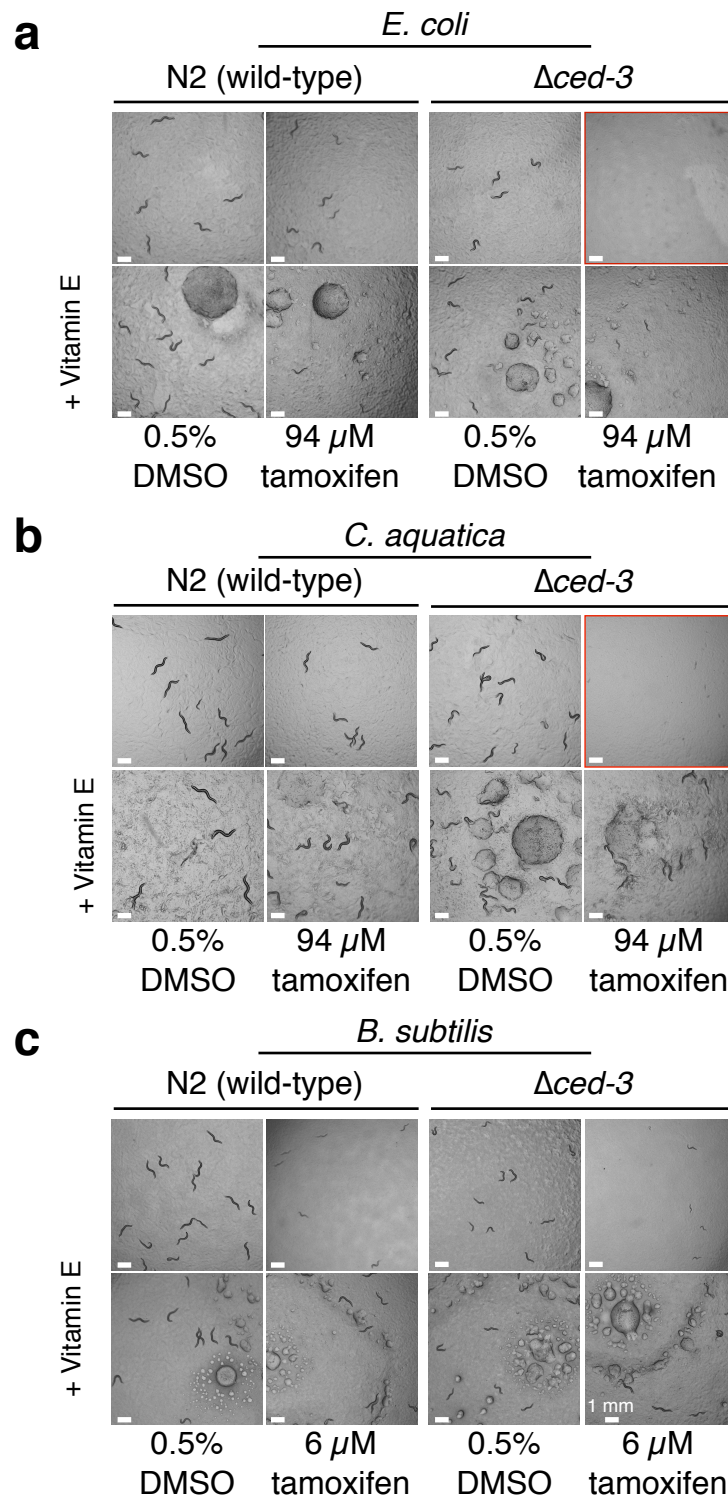

**Supplementary Fig. 12: diet-dependent potentiation of tamoxifen toxicity by a genetic deficiency to engage apoptosis**

**a** Bright-field images (left) of wild type and  $\Delta ced-3$  animals fed *E. coli* supplemented or not with Vitamin E.

**b** Bright-field images (left) of wild type and  $\Delta ced-3$  animals fed *C. aquatica* supplemented or not with Vitamin E.

**c** Bright-field images (left) of wild type and  $\Delta ced-3$  animals fed *B. subtilis* supplemented or not with Vitamin E.

Scale bars: 1 mm. Representative results of 1 out of 3 independent experiments.

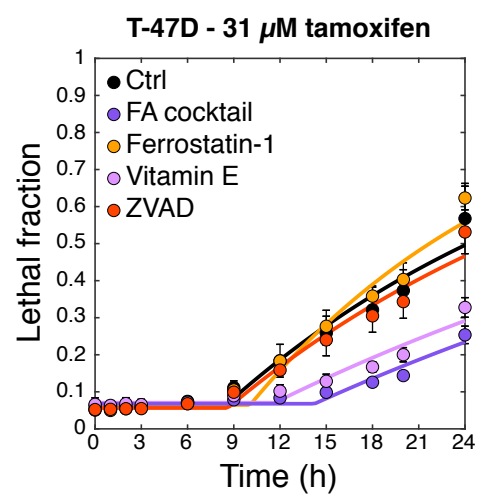

**Supplementary Fig. 13: effect of supplements on tamoxifen toxicity in ER-positive T-47D breast cancer cells**

Fractional viability of ER-positive T-47D breast cancer cells plotted as a function of time, in presence of the indicated supplements. Data are represented as mean  $\pm$ SD of four technical replicates. Representative results of 1 out 3 independent experiments.

Source data are provided as a Source Data file.

Supplementary Table 1

Results of statistical analysis of tamoxifen dose response curves on animals knocked-down for genes involved in fatty acid biosynthesis

| Control        | Condition          | p-value | Significance | Figure                |
|----------------|--------------------|---------|--------------|-----------------------|
| <i>E. coli</i> | <i>C. aquatica</i> | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>let-727</i>     | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>hpo-8</i>       | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>art-1</i>       | 0.0021  | ns           | Supplemental Figure 1 |
| <i>E. coli</i> | <i>elo-1</i>       | 0.0001  | ***          | Supplemental Figure 1 |
| <i>E. coli</i> | <i>elo-2</i>       | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>elo-3</i>       | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>elo-4</i>       | 0.0171  | ns           | Supplemental Figure 1 |
| <i>E. coli</i> | <i>elo-5</i>       | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>elo-6</i>       | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>elo-7</i>       | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>elo-9</i>       | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>fat-1</i>       | >0.9999 | ns           | Supplemental Figure 1 |
| <i>E. coli</i> | <i>fat-2</i>       | 0.311   | ns           | Supplemental Figure 1 |
| <i>E. coli</i> | <i>fat-3</i>       | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>fat-4</i>       | >0.9999 | ns           | Supplemental Figure 1 |
| <i>E. coli</i> | <i>fat-5</i>       | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>fat-6</i>       | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>acs-2</i>       | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>acs-3</i>       | >0.9999 | ns           | Supplemental Figure 1 |
| <i>E. coli</i> | <i>acs-4</i>       | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>acs-5</i>       | >0.9999 | ns           | Supplemental Figure 1 |
| <i>E. coli</i> | <i>acs-13</i>      | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>acs-15</i>      | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>acs-17</i>      | 0.0522  | ns           | Supplemental Figure 1 |
| <i>E. coli</i> | <i>acs-18</i>      | 0.001   | ns           | Supplemental Figure 1 |
| <i>E. coli</i> | <i>C17C3.1</i>     | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>C17C3.3</i>     | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>C31H5.6</i>     | 0.0002  | ***          | Supplemental Figure 1 |
| <i>E. coli</i> | <i>F25F2.3</i>     | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>K05B2.4</i>     | >0.9999 | ns           | Supplemental Figure 1 |
| <i>E. coli</i> | <i>T05E7.1</i>     | <0.0001 | ****         | Supplemental Figure 1 |
| <i>E. coli</i> | <i>T28F3.5</i>     | >0.9999 | ns           | Supplemental Figure 1 |
| <i>E. coli</i> | <i>W03D8.8</i>     | >0.9999 | ns           | Supplemental Figure 1 |

Supplementary Table 2

Results of statistical analysis of tamoxifen dose response curves on animals knocked-down for genes involved in fatty acid degradation

| Control        | Condition          | p-value | Significance | Figure                |
|----------------|--------------------|---------|--------------|-----------------------|
| <i>E. coli</i> | <i>C. aquatica</i> | 0.0004  | ***          | Supplemental Figure 2 |
| <i>E. coli</i> | <i>cpt-2</i>       | 0.9985  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>cpt-3</i>       | 0.5142  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>cpt-5</i>       | >0.9999 | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>cpt-6</i>       | >0.9999 | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>F41E7.6</i>     | 0.9999  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>T20B3.1</i>     | 0.5586  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>acdH-7</i>      | 0.9988  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>acdH-8</i>      | 0.9997  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>acdH-10</i>     | >0.9999 | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>B0272.4</i>     | 0.2354  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>B0303.3</i>     | 0.1241  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>decr-1.2</i>    | 0.9992  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>decr-1.3</i>    | 0.9998  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>ech-4</i>       | 0.4453  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>ech-3</i>       | 0.1871  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>ech-6</i>       | 0.8801  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>ech-7</i>       | 0.9994  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>ech-8</i>       | 0.9489  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>F54C8.1</i>     | 0.9997  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>hacd-1</i>      | 0.9423  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>kat-1</i>       | 0.3731  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>mecr-1</i>      | 0.9993  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>ppt-1</i>       | >0.9999 | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>T02G5.7</i>     | 0.9987  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>acox-1.3</i>    | 0.9999  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>acox-1.4</i>    | 0.9986  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>acox-1.5</i>    | 0.9995  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>acox-3</i>      | 0.9988  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>daf-22</i>      | 0.0141  | *            | Supplemental Figure 2 |
| <i>E. coli</i> | <i>dhs-28</i>      | 0.9997  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>F53C11.3</i>    | 0.9988  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>maoc-1</i>      | 0.0594  | ns           | Supplemental Figure 2 |
| <i>E. coli</i> | <i>W03D8.8</i>     | >0.9999 | ns           | Supplemental Figure 1 |

Supplementary Table 3

Bacterial fatty acid composition. Results are expressed as the mean  $\pm$  SD of three biological replicates.

|              |                          | <i>E. coli</i>   | <i>E. coli</i><br>+ 175 $\mu$ M TAM | <i>C. aquatica</i> | <i>C. aquatica</i><br>+ 175 $\mu$ M TAM | <i>B. subtilis</i> |
|--------------|--------------------------|------------------|-------------------------------------|--------------------|-----------------------------------------|--------------------|
| CPFA         | C17D                     | 31.84 $\pm$ 5.56 | 31.65 $\pm$ 1.86                    | 3.78 $\pm$ 1.18    | 5.59 $\pm$ 2.26                         | not detected       |
| CPFA         | C19D                     | 13.85 $\pm$ 3.47 | 13.79 $\pm$ 0.92                    | 0.84 $\pm$ 0.82    | 0.38 $\pm$ 0.37                         | not detected       |
| mmBCFA       | C15iso                   | not detected     | 0.19 $\pm$ 0.19                     | 0.01 $\pm$ 0.02    | 0.02 $\pm$ 0.02                         | 15.52 $\pm$ 3.04   |
| mmBCFA       | C15ante-iso              | not detected     | not detected                        | not detected       | not detected                            | 70.76 $\pm$ 2.66   |
| mmBCFA       | C17iso                   | 0.02 $\pm$ 0.04  | 0.02 $\pm$ 0.03                     | 0.16 $\pm$ 0.28    | 0.06 $\pm$ 0.1                          | 2.49 $\pm$ 0.46    |
| mmBCFA       | C17ante-iso              | not detected     | not detected                        | not detected       | not detected                            | 7.35 $\pm$ 1.08    |
| MUFA         | Palmitoleic Acid C16:1n7 | 4.22 $\pm$ 3.77  | 4.41 $\pm$ 3.94                     | 41.65 $\pm$ 9.06   | 44.54 $\pm$ 3.31                        | 1.28 $\pm$ 0.13    |
| MUFA         | Oleic Acid C18:1n9       | 5.74 $\pm$ 3.18  | 5.58 $\pm$ 3.14                     | 5.37 $\pm$ 1.16    | 8.62 $\pm$ 2.19                         | not detected       |
| MUFA         | Vaccenic Acid C18:1n7    | 0.9 $\pm$ 1.55   | 0.71 $\pm$ 1.24                     | not detected       | 0.13 $\pm$ 0.22                         | not detected       |
| SFA          | Myristic Acid C14:0      | 8.27 $\pm$ 0.57  | 8.05 $\pm$ 0.86                     | 3.95 $\pm$ 0.83    | 4.00 $\pm$ 0.01                         | 0.3 $\pm$ 0.01     |
| SFA          | Palmitic Acid C16:0      | 34.2 $\pm$ 6.74  | 34.93 $\pm$ 3.44                    | 37.07 $\pm$ 6.29   | 36.29 $\pm$ 3.63                        | 1.45 $\pm$ 0.27    |
| SFA          | Stearic Acid C18:0       | 0.55 $\pm$ 0.15  | 0.48 $\pm$ 0.14                     | 0.68 $\pm$ 0.69    | 0.37 $\pm$ 0.36                         | not detected       |
| Total CPFA   |                          | 45.69 $\pm$ 8.66 | 45.44 $\pm$ 0.96                    | 4.62 $\pm$ 1.97    | 5.97 $\pm$ 2.08                         | not detected       |
| Total mmBCFA |                          | 0.02 $\pm$ 0.04  | 0.2 $\pm$ 0.22                      | 0.18 $\pm$ 0.31    | 0.08 $\pm$ 0.12                         | 96.57 $\pm$ 0.19   |
| Total MUFA   |                          | 10.86 $\pm$ 3.53 | 10.71 $\pm$ 4.17                    | 47.02 $\pm$ 9.88   | 53.29 $\pm$ 2.48                        | 1.28 $\pm$ 0.13    |
| Total PUFA   |                          | not detected     | not detected                        | not detected       | not detected                            | not detected       |
| Total SFA    |                          | 43.02 $\pm$ 7.41 | 43.47 $\pm$ 3.25                    | 41.69 $\pm$ 7.18   | 40.66 $\pm$ 3.51                        | 2.11 $\pm$ 0.33    |

Supplementary Table 4

Fatty acid composition of *C. elegans*. Results are expressed as the mean  $\pm$  SD of three biological replicates.

| Condition    |                                  |         | <i>E. coli</i> BW25113 | <i>E. coli</i> BW25113<br>+ 175 $\mu$ M tamoxifen | <i>E. coli</i> HT115<br><br>+ Control RNAi | <i>E. coli</i> HT115<br>+ 175 $\mu$ M tamoxifen<br><br>+ Control RNAi | <i>C. aquatica</i><br><br>+ 175 $\mu$ M tamoxifen | <i>C. aquatica</i><br>+ FA cocktail | <i>C. aquatica</i><br>+ 175 $\mu$ M tamoxifen<br>+ FA cocktail | <i>B. subtilis</i> |
|--------------|----------------------------------|---------|------------------------|---------------------------------------------------|--------------------------------------------|-----------------------------------------------------------------------|---------------------------------------------------|-------------------------------------|----------------------------------------------------------------|--------------------|
| CPFA         | C17D                             |         | 07.43% $\pm$ 0.73      | 07.63% $\pm$ 0.43                                 | 04.73% $\pm$ 1.81                          | 04.68% $\pm$ 2.03                                                     | 00.89% $\pm$ 0.23                                 | 01.02% $\pm$ 0.33                   | 00.53% $\pm$ 0.12                                              | 0.79 $\pm$ 0.01    |
| CPFA         | C19D                             |         | 04.59% $\pm$ 0.18      | 04.85% $\pm$ 0.40                                 | 01.79% $\pm$ 0.92                          | 01.92% $\pm$ 0.87                                                     | 00.31% $\pm$ 0.06                                 | 00.17% $\pm$ 0.15                   | 00.08% $\pm$ 0.08                                              | not detected       |
| mmBCFA       | C15iso                           |         | 02.13% $\pm$ 0.53      | 02.03% $\pm$ 0.49                                 | 01.41% $\pm$ 0.26                          | 01.31% $\pm$ 0.28                                                     | 01.56% $\pm$ 0.15                                 | 01.60% $\pm$ 0.25                   | 01.07% $\pm$ 0.11                                              | 2.01 $\pm$ 0.08    |
| mmBCFA       | C15-anteiso                      |         | not detected           | not detected                                      | not detected                               | not detected                                                          | not detected                                      | not detected                        | not detected                                                   | 8.38 $\pm$ 0.24    |
| mmBCFA       | C17iso                           |         | 05.86% $\pm$ 0.46      | 06.44% $\pm$ 0.44                                 | 04.28% $\pm$ 1.42                          | 04.68% $\pm$ 1.72                                                     | 04.19% $\pm$ 0.40                                 | 04.42% $\pm$ 0.20                   | 02.95% $\pm$ 0.23                                              | 7.43 $\pm$ 0.07    |
| mmBCFA       | C17-anteiso                      |         | not detected           | not detected                                      | not detected                               | not detected                                                          | not detected                                      | not detected                        | not detected                                                   | 16.93 $\pm$ 0.27   |
| MUFA         | Palmitoleic Acid                 | C16:1n7 | 00.46% $\pm$ 0.05      | 00.38% $\pm$ 0.04                                 | 01.08% $\pm$ 0.21                          | 00.84% $\pm$ 0.12                                                     | 05.65% $\pm$ 0.96                                 | 05.06% $\pm$ 1.53                   | 03.35% $\pm$ 1.37                                              | 0.61 $\pm$ 0.01    |
| MUFA         | Oleic Acid                       | C18:1n9 | 04.48% $\pm$ 1.42      | 03.74% $\pm$ 0.05                                 | 03.61% $\pm$ 1.40                          | 03.55% $\pm$ 1.55                                                     | 04.06% $\pm$ 0.06                                 | 04.04% $\pm$ 0.11                   | 01.26% $\pm$ 0.44                                              | 2.59 $\pm$ 0.26    |
| MUFA         | Vaccenic Acid                    | C18:1n7 | 18.37% $\pm$ 1.32      | 17.16% $\pm$ 2.16                                 | 24.96% $\pm$ 8.64                          | 24.78% $\pm$ 9.57                                                     | 33.33% $\pm$ 1.60                                 | 34.16% $\pm$ 3.83                   | 43.82% $\pm$ 0.94                                              | 0.54 $\pm$ 0.07    |
| PUFA         | $\gamma$ -Linolenic acid         | C18:3y  | 01.06% $\pm$ 0.94      | 01.13% $\pm$ 0.99                                 | 00.71% $\pm$ 0.30                          | 00.60% $\pm$ 0.28                                                     | 00.70% $\pm$ 0.61                                 | 00.74% $\pm$ 0.41                   | 00.29% $\pm$ 0.08                                              | 2.51 $\pm$ 0.19    |
| PUFA         | Linoleic Acid                    | C18:2n6 | 10.25% $\pm$ 0.34      | 11.02% $\pm$ 0.23                                 | 09.82% $\pm$ 0.90                          | 10.04% $\pm$ 1.69                                                     | 09.90% $\pm$ 0.17                                 | 09.64% $\pm$ 0.14                   | 04.22% $\pm$ 1.13                                              | 4.65 $\pm$ 0.39    |
| PUFA         | Arachadinoc Acid                 | C20:4n6 | 01.19% $\pm$ 0.02      | 01.33% $\pm$ 0.12                                 | 01.08% $\pm$ 0.38                          | 01.15% $\pm$ 0.37                                                     | 01.18% $\pm$ 0.27                                 | 01.15% $\pm$ 0.27                   | 00.44% $\pm$ 0.09                                              | 2.47 $\pm$ 0.06    |
| PUFA         | Eicosapentaenoic acid            | C20:5n3 | 23.32% $\pm$ 1.07      | 23.83% $\pm$ 0.88                                 | 28.87% $\pm$ 9.09                          | 28.98% $\pm$ 8.33                                                     | 21.41% $\pm$ 0.48                                 | 20.92% $\pm$ 1.38                   | 23.97% $\pm$ 3.15                                              | 29.26 $\pm$ 0.58   |
| PUFA         | Dihomo- $\gamma$ -linolenic acid | C20:3n6 | 03.84% $\pm$ 0.19      | 03.88% $\pm$ 0.31                                 | 02.75% $\pm$ 0.73                          | 02.68% $\pm$ 0.81                                                     | 02.67% $\pm$ 0.24                                 | 02.51% $\pm$ 0.39                   | 02.00% $\pm$ 0.12                                              | 6.53 $\pm$ 0.02    |
| PUFA         | Eicosatetraenoic acid            | C20:4n3 | 05.54% $\pm$ 0.12      | 05.38% $\pm$ 0.37                                 | 05.03% $\pm$ 1.07                          | 04.94% $\pm$ 1.30                                                     | 03.76% $\pm$ 0.20                                 | 03.55% $\pm$ 0.59                   | 04.99% $\pm$ 0.47                                              | 7.48 $\pm$ 0.24    |
| SFA          | Myristic Acid                    | C14:0   | 0.27% $\pm$ 0.04       | 0.24% $\pm$ 0.04                                  | 00.19% $\pm$ 0.06                          | 00.19% $\pm$ 0.08                                                     | 00.11% $\pm$ 0.01                                 | 00.13% $\pm$ 0.02                   | 00.09% $\pm$ 0.04                                              | 0.31 $\pm$ 0.09    |
| SFA          | Palmitic Acid                    | C16:0   | 03.68% $\pm$ 0.42      | 03.00% $\pm$ 0.62                                 | 03.27% $\pm$ 1.15                          | 02.82% $\pm$ 0.67                                                     | 03.17% $\pm$ 0.22                                 | 03.10% $\pm$ 0.51                   | 03.05% $\pm$ 1.16                                              | 1.48 $\pm$ 0.38    |
| SFA          | Stearic Acid                     | C18:0   | 06.81% $\pm$ 0.80      | 07.18% $\pm$ 0.54                                 | 05.80% $\pm$ 1.47                          | 06.50% $\pm$ 1.92                                                     | 06.88% $\pm$ 1.24                                 | 07.56% $\pm$ 0.67                   | 07.73% $\pm$ 1.08                                              | 3.17 $\pm$ 0.37    |
| Total CPFA   |                                  |         | 12.02 $\pm$ 0.85       | 12.48 $\pm$ 0.83                                  | 6.51 $\pm$ 2.72                            | 6.6 $\pm$ 2.83                                                        | 1.2 $\pm$ 0.17                                    | 1.19 $\pm$ 0.37                     | 0.61 $\pm$ 0.2                                                 | 0.79 $\pm$ 0.01    |
| Total mmBCFA |                                  |         | 7.99 $\pm$ 0.97        | 8.47 $\pm$ 0.93                                   | 5.68 $\pm$ 1.5                             | 5.98 $\pm$ 1.67                                                       | 5.75 $\pm$ 0.51                                   | 6.03 $\pm$ 0.07                     | 4.01 $\pm$ 0.31                                                | 34.76 $\pm$ 0.31   |
| Total MUFA   |                                  |         | 23.31 $\pm$ 0.18       | 21.28 $\pm$ 2.14                                  | 29.65 $\pm$ 8.77                           | 29.16 $\pm$ 9.4                                                       | 43.04 $\pm$ 2.05                                  | 43.27 $\pm$ 2.35                    | 48.43 $\pm$ 0.94                                               | 3.74 $\pm$ 0.32    |
| Total PUFA   |                                  |         | 45.92 $\pm$ 1.12       | 47.35 $\pm$ 0.97                                  | 48.89 $\pm$ 8.44                           | 48.74 $\pm$ 8.75                                                      | 39.86 $\pm$ 1.09                                  | 38.72 $\pm$ 3.05                    | 36.07 $\pm$ 2.46                                               | 52.89 $\pm$ 0.85   |
| Total SFA    |                                  |         | 10.75 $\pm$ 1.03       | 10.42 $\pm$ 0.39                                  | 9.26 $\pm$ 2.47                            | 9.51 $\pm$ 2.44                                                       | 10.16 $\pm$ 1.04                                  | 10.79 $\pm$ 0.87                    | 10.87 $\pm$ 2.06                                               | 7.82 $\pm$ 0.91    |

# Supplementary material for: Bacterial diet modulates tamoxifen-induced death via host fatty acid metabolism
**Source:** Nat Commun. 2022 Sep 23;13:5595. doi: 10.1038/s41467-022-33299-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Pair-wise statistical comparisons of the fatty acid species measured in *C. elegans* fed *E. coli* and *C. aquatica*. Statistical significance was assessed by performing two-tailed *t*-tests on GraphPad Prism (v9).

File Name: Supplementary Data 2

Description: List of differentially expressed genes in *C. elegans* fed *E. coli* and exposed to a 400  $\mu$ M tamoxifen dose ( $p$ -value<0.01; fold-change>2). Up- and down-regulated genes are separated in two distinct sub-tables. Differentially expressed genes were identified using DEseq2,  $p$ -values were obtained using the Wald test, and adjusted following the Benjamini-Hochberg method.

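DESeq2 was also run on the tags recovered from the deposited values, with its Wald test and Benjamini-Hochberg adjustment. At an adjusted p under 0.01 and more than 2-fold, 534 genes were higher and 649 lower in tamoxifen, or 486 and 613 with fold changes shrunk by a normal prior. The paper's list of genes that rose holds 558 rows, and 465 of them passed in the DESeq2 fit. Limma tested 525 of the 558, all of which were higher in tamoxifen, and called 339. These overlaps compare analyses of the same libraries. The list of genes that fell holds 737 rows in the copy used here, against the paper's 738, and no overlap was computed for it.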

# Supplementary material for: Bacterial diet modulates tamoxifen-induced death via host fatty acid metabolism
**Source:** Nat Commun. 2022 Sep 23;13:5595. doi: 10.1038/s41467-022-33299-5
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis Graphs and statistics were realized on GraphPad Prism (v9).  
RNAseq data were analyzed using a homemade DolphinNext pipeline.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data have been deposited at GEO and is publicly available as of the date of publication under the following accession number: GSE186785.  
Accession tokens will be generated upon request from the editorial board and/or reviewers.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

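Gene expression was measured in 5 Cel-seq2 libraries of wild-type animals fed *E. coli*, 2 given citrate and 3 given tamoxifen, and samples were assigned to groups from the sample labels. The authors deposited values they call TPM, in 1 table. The values sum to 1000000 in each library without use of gene length, so they were treated as CPM, made by the authors from counted tags. The paper states a DolphinNext pipeline for the authors' processing. Its text does not name the aligner, the genome build, the use of strand or the collapsing of molecular identifiers.

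In each library, the smallest step between values gave the worth of 1 tag, and 100% of the values came out as whole tags. Of 25393 listed genes, 25064 were matched to a symbol, and 4722 had 0 tags in every library. Totals ran from 1782371 to 38276144 tags per library, with medians of 14080122.5 in citrate and 3512899 in tamoxifen. At the filter of 5 CPM, a gene has 8.91 tags in the smallest library and 191 in the largest. A group whose libraries all had 3 tags or fewer was treated as at the limit of detection, and folds against it are lower bounds.

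The main test was limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a trend) on log2(CPM + 1), with all 5 libraries and no covariates, for genes of at least 5 CPM in at least 2 libraries. The threshold was a Benjamini-Hochberg adjusted p under 0.01 and a change of more than 2-fold, as in Supplementary Data 2. Gene sets were tested by camera with a preset correlation of 0.01 and the same trend, adjusted over 12 sets, with an adjusted p of 0.05 as limit. That limit was not fixed before the data were examined. The test, its samples, the filter, the threshold on genes, the rule for named genes and most alternatives were set before the data were examined. That plan assumed TPM and named edgeR as the test if the file held counts. The file held per-million values, so limma was kept, although whole tags could be recovered. On those tags edgeR called 148 genes higher and 426 lower. The FA lists are those of Fig. 3e and Fig. 3f. The lists of oogenesis, vitellogenin, major sperm protein, other sperm and collagen genes were chosen after reading Supplementary Data 2, which the authors made from these same libraries, so that tests of them are not independent evidence.

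The named genes are those the paper names for expression or toxicity, the members of the FA lists past the threshold, and the 5 largest rises and 5 largest falls past the threshold whose tamoxifen values all lay on one side of both citrate values. Among these falls were *K10H10.4*, *F54D8.10*, *Y1A5A.1*, *Y47D7A.13* and *grl-21*, with log2 fold changes of -4.09, -3.67, -3.65, -3.58 and -3.47.

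Alternatives were other pseudocounts, filters, normalizations and thresholds, no trend, a replicate block, each library left out, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered tags. Thinning to the smallest library, an oogenesis score as a covariate and set tests over genes with at least 5 CPM in a citrate library were added after the data were seen. On simulated tags with 200 genes changed, limma called 156 of the 199 changed genes it tested, 78.4%, and 1.27% of its calls were wrong. DESeq2 called 87%, with 4.40% of its calls wrong, and edgeR 79.4%, with 1.86% wrong. This simulation was drawn once, with genes varying independently and rises and falls balanced, so its rates need not hold for the calls here. The 12-h later collection of tamoxifen animals coincides with treatment in every library, and no fit separates them.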

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

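The tests in this part were chosen after the results were seen, apart from the one on gene length. The 3 results below concern genes the paper does not discuss.

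Oogenesis genes were higher in tamoxifen, with a median log2 fold change of 1.45 over 30 genes, all 30 of them higher, and 18 past the threshold. The list was chosen after reading Supplementary Data 2, which holds 16 of its genes among those that rose, so its set test (camera, adjusted p = 5.25e-12) is not independent evidence, and the call did not hold with an estimated correlation (0.451) or fry (0.0752). Several technical explanations were argued against. The median was 1.27 after median-of-ratios scaling and 1.45 with all libraries thinned to 1782371 tags, and the median residual after a smooth fit on gene length and mean level was 0.94. What stays open is stage. The same list was higher in citrate replicate 2 than in citrate replicate 1 for 30 of 30 genes, by a median of 0.88, so animals further along in development may account for part or all of it. A drug effect and stage cannot be told apart, because all tamoxifen animals were collected 12 h later and no library of another stage was analysed here.

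Vitellogenin genes, which encode yolk proteins, had a median log2 fold change of 1.39 over 6 genes, all 6 of them higher. The median was 1.20 after median-of-ratios scaling and 1.39 after thinning, which argues against scaling and depth. The genes were also higher in citrate replicate 2 than in replicate 1, by a median of 0.88, so stage could explain the rise, and stage and drug cannot be told apart here for the same reason.

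The non-coding RNA *tts-1* (X, 1504131 to 1504841) had 56.6, 18.1 and 150 CPM in tamoxifen and 2.65 and 0.539 in citrate, a log2 fold change of 4.53 (limma adjusted p = 0.0014). After thinning the log2 fold change was 4.62, which argues against depth. The adjusted p was 0.0104 without tamoxifen replicate 1. The size of the rise depended on the libraries and the fit. The log2 fold change was 4.50, 5.30 and 3.81 without tamoxifen replicates 1, 2 and 3. In DESeq2 it was 5.29, or 1.29 with shrinkage. The log2 level of *tts-1* differed between citrate replicates by -1.25, against the direction of its rise. However, 1 gene in 2 libraries does not exclude stage as a possible explanation, and stage and drug cannot be told apart.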

How the results depend on the processing

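The alternatives below were set before the data were examined, apart from thinning, the oogenesis covariate and set tests over genes expressed in citrate, which were chosen after seeing the data. The cause of a change was not tested unless stated. Counts of calls are given as genes higher and genes lower in tamoxifen, against 388 and 230.

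Both counts stayed within 1.5 times with a pseudocount of 0.1 or 5, a filter of 20 CPM, thinning, and no fold-change filter. They were 0 and 0 without a filter (4742 genes at an unadjusted p under 0.05), where the lowest adjusted p was 0.0477. They were 221 and 369 after quantile normalization, 143 and 270 after median-of-ratios scaling (only the first moved), 31 and 46 without a trend, and 148 and 426 with edgeR. DESeq2 gave 534 and 649, and 486 and 613 with shrunken fold changes. At an adjusted p of 0.05 they were 1333 and 678, at 0.1 they were 1414 and 784, and at an unadjusted p of 0.01 they were 1257 and 611. Across the 3 fits that each left out 1 tamoxifen library, genes higher ranged from 22 to 293 and genes lower from 64 to 151. The lowest counts were without tamoxifen replicate 1. With 1 citrate library left no test was made. The oogenesis covariate gave 0 and 0 (172 genes at an unadjusted p under 0.05). It leaves 2 residual degrees of freedom and follows the groups closely, so this count says little.

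With the replicate block the counts were 1044 and 599. The libraries share only a number. The deviations of same-numbered libraries from their group means correlated across genes at 0.12 for replicate 1 and 0.32 for replicate 2, with 2 pairs, and the paper does not say that numbers mark a batch. The block leaves 1 residual degree of freedom, so its larger counts are not evidence of a better fit. It called 4 FA biosynthesis genes and 1 FA degradation gene.

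FA biosynthesis genes past the threshold numbered 2. The count was 1 with a pseudocount of 0.1 or 5, a filter of 20 CPM, no trend, edgeR or thinning, and 0 without a filter, after median-of-ratios scaling, with the oogenesis covariate, and in all 3 fits that left out a tamoxifen library (from 0 to 0). It was 5 at an adjusted p of 0.05 or 0.1, at an unadjusted p of 0.01, and with FA families by prefix, and 3, *fat-5*, *acs-13* and *acs-2*, in both DESeq2 fits. It stayed at 2 after quantile normalization and with no fold-change filter. FA degradation genes past the threshold numbered 0, and 1, *ech-6*, after quantile normalization, with edgeR, with both DESeq2 fits, and at the 3 looser thresholds.

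For named genes, the rises of *R05D8.9*, *cyp-35B1*, *cyp-35B2* and *cyp-35B3* kept their direction under each alternative in which they were tested. Of the fits that gave them an adjusted p, those without a filter and with the oogenesis covariate took it above 0.01. *cyp-35B2* did not enter the fit with a filter of 20 CPM, and the fits with 1 citrate library give no p. Reversals concerned genes not past the threshold, apart from *acs-13* at -0.19 with the oogenesis covariate. *elo-6* was at -0.029 after quantile normalization, -0.015 after median-of-ratios scaling, -0.059 with edgeR, and -0.00072 and -0.00066 with DESeq2 without and with shrinkage. *ech-8* was at -0.019 after median-of-ratios scaling, -0.21 with the replicate block and without tamoxifen replicate 3, -0.41 with edgeR, and -0.25 and -0.17 with DESeq2. *daf-22* was at 0.25 without tamoxifen replicate 2. With 1 citrate library, where no test was made, *ech-8* was at -0.57 without citrate replicate 2 and 0.85 without citrate replicate 1. *daf-22* was at -0.53 and 0.43. With the covariate, *elo-3* was at 0.47, *daf-22* at 1.49 and *ced-3* at -0.35.

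Among set tests, adjusted p-values rose with the estimated correlation to 0.451 for the oogenesis, vitellogenin, major sperm protein, other sperm and cytochrome P450 sets, 0.486 for collagen and 0.521 for glutathione S-transferases. With fry they were 0.0752 for oogenesis, vitellogenin and FA biosynthesis (the last upward, unadjusted p = 0.0144, against 0.694 with camera), 0.108 for both sperm sets, 0.0521 for cytochrome P450, 0.384 for collagen and 0.369 for glutathione S-transferases. Over genes with at least 5 CPM in a citrate library, the cytochrome P450 set rose to 0.0527, and no other set crossed the limit. The antioxidant set, at 0.0681, fell to 0.0474 after quantile normalization, 0.0418 after median-of-ratios scaling and 0.0492 with the replicate block. FA degradation and the FA families by prefix turned upward without a filter (both 0.695) and with fry (0.818 and 0.213), never past the limit. Without 1 tamoxifen library the antioxidant set ranged from 0.0396 to 0.167 and the UDP-glucuronosyltransferase set from 0.0396 to 0.254.

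Depth limits genes near 5 CPM, which have 8.91 tags in tamoxifen replicate 3.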

Differences from the paper's values

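The number of genes lower in tamoxifen was 230 against the paper's 738. Of the alternatives set before the data were examined, DESeq2 (649), DESeq2 with shrunken fold changes (613), the replicate block (599), an adjusted p of 0.05 (678) or 0.1 (784) and an unadjusted p of 0.01 (611) came within 1.5 times of it, and the others did not. The paper's methods name DESeq2.

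For *cyp-35B3* the fitted fold was 31.9 against the paper's 179, while a pseudocount of 0.1 gave 160, edgeR 261 and DESeq2 292. With shrunken fold changes DESeq2 gave 32.1. For *cyp-35B2* the fitted fold was 17.7 against the paper's 55. EdgeR (62.2) and DESeq2 (68) came within 1.5 times, and no other alternative did. For *cyp-35B1* it was 16.5 against the paper's 29, and a pseudocount of 0.1 (32), leaving out tamoxifen replicate 2 (22.2), edgeR (31) and DESeq2 (32.7) closed the gap, while the others did not.

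For *fat-5* the fitted fold of 3.68 was within 1.5 times the paper's 3. With a pseudocount of 0.1 (6.07) or 5 (1.87), edgeR (5.22) and DESeq2 (5.56) it was not.

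For *acs-13* the log2 fold change was 1.49 against 1.04 in the paper's Supplementary Data 2 (standard error 0.32). The residual SD of the log2 values between replicates was 0.43, larger than that error. The value came within this SD of the paper's with a pseudocount of 5 (1.45), quantile normalization (1.25), median-of-ratios scaling (1.31), without tamoxifen replicate 2 (1.46), without citrate replicate 1 (0.97), edgeR (1.20), DESeq2 (1.24) and DESeq2 with shrunken fold changes (1.08), and in no other. *K10H10.4* was at -4.09 against the paper's -1.68 and *Y47D7A.13* at -3.58 against the paper's -1.78. Of the alternatives set before the data were examined, only DESeq2 with shrunken fold changes closed these gaps, at -1.89 and -1.97. The oogenesis covariate, chosen after seeing the data, also closed the gap of *K10H10.4*, at -2.34 (standard error 1.47). *grl-21* was at -3.47 against the paper's -1.51, and none of the alternatives set before the data were examined closed the gap.

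The paper names *fat-5* and *ech-6* as the exceptions among FA genes. Here *acs-13* passed as well, and *ech-6* did not (limma adjusted p = 0.0188), although it passed with quantile normalization, the replicate block, edgeR, both DESeq2 fits and the looser thresholds. *acs-13* and *acs-2* are also listed in the paper's Supplementary Data 2, *acs-2* at -1.24 there and at -1.38 here (limma adjusted p = 0.0378). It passed with DESeq2 (-1.62, adjusted p = 0.00825), DESeq2 with shrunken fold changes (-1.27, adjusted p = 0.00825) and the replicate block (-1.80, limma adjusted p = 1.67e-05), and at the looser thresholds. *acs-2* is outside the rule for named genes.

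The p-value the paper's text gives as adjusted for *R05D8.9* matches the unadjusted p of 1.26e-49 in the paper's Supplementary Data 2. The adjusted p listed there is 1.58e-45. The value here was 3.58e-06 (limma, adjusted).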

Other observations

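The tests in this part were chosen after the results were seen.

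The change with tamoxifen followed the difference between the 2 citrate libraries. Across 8325 genes, which are not independent replicates, the log2 fold change correlated with the log2 ratio of citrate replicate 2 to replicate 1 at r = 0.47, and at 0.65 over the 2746 genes of mean 50 CPM or more. Simulated unchanged groups and controls gave at most 0.02 over all genes and at most 0.05 over the more abundant genes in 100 simulations. Each gene was drawn independently there, so noise of single genes in the shared controls does not account for the correlation. A deviation of citrate replicate 1 as a whole would enter both measures in the same direction. It was not simulated and stays open. Of the 388 genes called higher, 355 (91.5%) were higher in citrate replicate 2 than in replicate 1, against 59.7% of all tested genes, and of the 230 called lower, 164 (71.3%) were lower, against 40.3% of all tested genes. In the simulations, at most 57.3% of rises and 57.2% of falls with an unadjusted p under 0.05 did so. Mixing of tamoxifen animals into citrate replicate 2 was argued against, since the oogenesis genes would need 34.3% of its RNA to come from such animals, which predicts 26.3 CPM of *R05D8.9* where 1.40 were found. A hypothesis is that tamoxifen animals stood further along a course of development that also separates the controls. The samples do not decide it.

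Sperm genes argue against a linear course only. Major sperm protein genes had a median log2 fold change of -1.12 over 25 genes, all 25 lower (camera, adjusted p = 9.39e-12), yet 21 of the 25 were higher in citrate replicate 2. A course in which these genes first rise and then fall was not tested and stays open. The summed level of the family, which is not affected by how tags are divided between near-identical copies, was at most 2676 CPM in a tamoxifen library against 3849 and 4452 in citrate. Other sperm genes had a median of -0.93 over 30 genes (camera, adjusted p = 2.85e-08). Supplementary Data 2 holds 15 and 13 genes of these lists among those that fell.

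Collagen genes had a median log2 fold change of -0.78 over 90 genes (camera, adjusted p = 8.01e-07), but by library the median was -0.19, -2.05 and -0.08 in tamoxifen replicates 1, 2 and 3. Without tamoxifen replicate 2 it was -0.12, which is -0.36 relative to all genes, and camera's adjusted p was 0.00021. Much of the fall in the median thus rests on replicate 2. The set went both ways, with 61 genes lower and 29 higher, of which 22 and 7 passed the threshold. The summed level of the family was 27760 and 30539 CPM in citrate and 30728, 27877 and 29637 in tamoxifen replicates 1, 2 and 3, so the family as a whole did not show a lower total.

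Genes the paper tested for toxicity were reported at no expression claim. *nprl-3* was at a log2 fold change of 1.29 (limma adjusted p = 0.0111), *ced-4* at 1.12 (0.0158), *elo-5* at 1.07 (0.0262) and *ced-3* at 0.51 (0.201). *dhs-19*, *elo-3*, *elo-6*, *ech-8* and *daf-22* lay between -0.30 and 0.17. None passed the threshold in the limma test as set. *nprl-3* passed with a filter of 20 CPM (limma adjusted p = 0.0085), with DESeq2 (log2 fold change 1.12, adjusted p = 0.00774) and with the replicate block (1.20, limma adjusted p = 0.00243), and *ced-4* with the replicate block (1.13, limma adjusted p = 0.00493).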
